# Endothelial epidermal growth factor receptor is of minor importance for vascular and renal function and obesity-induced dysfunction in mice

**DOI:** 10.1038/s41598-021-86587-3

**Published:** 2021-03-31

**Authors:** Barbara Schreier, Christian Stern, Virginie Dubourg, Alexander Nolze, Sindy Rabe, Sigrid Mildenberger, Claudia Wickenhauser, Michael Gekle

**Keywords:** Cardiovascular biology, Medical research, Preclinical research, Obesity

## Abstract

Vascular EGF receptors (EGFR) influence function and structure of arterial vessels. In genetic mouse models we described the role of vascular smooth muscle (VSMC) EGFR for proper physiological function and structure as well as for pathophysiological alterations by obesity or angiotensin II. As the importance of endothelial (EC) EGFR in vivo is unknown, we analyzed the impact of EC-EGFR knockout in a conditional mouse model on vascular and renal function under control condition as well as in obesity and in comparison to VSMC-KO. Heart and lung weight, blood pressure and aortic transcriptome (determined by RNA-seq) were not affected by EC-EGFR-KO. Aortic reactivity to α1-adrenergic stimulation was not affected by EC-EGFR-KO contrary to VSMC-EGFR-KO. Endothelial-induced relaxation was reduced in abdominal aorta of EC-EGFR-KO animals, whereas it was enhanced in VSMC-EGFR-KO animals. Mesenteric arteries of EC-EGFR-KO animals showed enhanced sensitivity to α1-adrenergic stimulation, whereas endothelial-induced relaxation and vessel morphology were not affected. Renal weight, histomorphology, function (albumin excretion, serum creatinine, fractional water excretion) or transcriptome were not affected by EC-EGFR-KO, likewise in VSMC-EGFR-KO. High fat diet (HFD) over 18 weeks induced arterial wall thickening, renal weight increase, creatininemia, renal and aortic transcriptome alterations with a similar pattern in EC-EGFR-WT and EC-EGFR-KO animals by contrast to the previously reported impact of VSMC-EGFR-KO. HFD induced endothelial dysfunction in abdominal aortae of EC-EGFR-WT, which was not additive to the EC-EGFR-KO-induced endothelial dysfunction. As shown before, VSMC-EGFR-KO prevented HFD-induced endothelial dysfunction. HFD-induced albuminuria was less pronounced in EC-EGFR-KO animals and abrogated in VSMC-EGFR-KO animals. Our results indicate that EC-EGFR, in comparison to VSMC-EGFR, is of minor and opposite importance for basal renovascular function as well as for high fat diet-induced vascular remodeling and renal end organ damage.

## Introduction

The epidermal growth factor receptor (EGFR/ErbB1), a member of the ErbB-receptor tyrosine kinase family, is activated by binding e.g. epidermal growth factor (EGF) or heparin bound EGF (HB-EGF) and modulates signaling pathways that affect cell differentiation, migration and matrix homeostasis^1^. EGFR can also be transactivated by receptors for vasoactive substances, thereby contributing to vascular tone, dysfunction and remodeling^2,3^ as a heterologous transducer for non-EGFR ligands.

The relevance of vascular smooth muscle cells (VSMC)-EGFR for basal vascular function, for angiotensin II (AII)- or obesity-induced structural and functional vascular remodeling, as well as for complete renal end organ damage succeeding vascular remodeling, was shown^4,5^. These and other studies document the importance of VSMC-EGFR in cardiovascular health and disease^3,6–10^. In addition, systemic inhibitors of EGFR-kinase activity improved vascular function and vascular wall homeostasis in diabetic animals^7–13^. Thus, vascular EGFR could not only be of pathogenetic but also of therapeutic cardiovascular importance when conventional therapies fail, having pharmacological tools already at hands. To evaluate this concept further, the mechanistic role of vascular EGFR should be understood, meaning that the respective relevance of VSMC- and endothelial cell (EC)- EGFR needs to be determined.

Hitherto, the importance of endothelial EGFR is not as well understood as the one of VSMC. However, there is evidence from pharmacological studies for a modulatory role of EGFR in normal tissue, besides its enhanced expression in tumor endothelium^14^ or during the development of endothelial dysfunction^3^. But, because these studies could not differentiate between VSMC- and EC-EGFR, investigations in a conditional KO mouse model are required.

Recently, we established a knockout (KO) mouse model with deletion of the EGFR in VSMC^15^ that confirmed the involvement of VSMC-EGFR in basal blood pressure homeostasis, ageing-related vascular changes, acute AII vascular responsiveness^15^ and pathological AII action in vivo^4^. Furthermore, this model unveiled the importance of VSMC-EGFR for obesity-induced vascular and renal damage^5^. The present study investigates in vivo and ex vivo the role of EC-EGFR under basal conditions as well as during high fat diet-induced obesity/diabetes mellitus type 2 (DMT2) using the (B6.Cg-Tg(Tek-cre)1Ywa/J = Tie2^CRE^)^16^ mouse model to generate EGFR deletion, with respect to vascular remodeling, vascular gene expression and renal damage. Furthermore, we compare the possible importance of EC-EGFR with the previously investigated role of VSMC-EGFR, assuming that EC-EGFR is of less importance. The data presented confirm this hypothesis under basal as well as under pathological condition.

## Materials and methods

All mouse experiments were approved by the local government (Landesverwaltungsamt Sachsen-Anhalt, Germany, Az.: 505.6.3-42502-2-1389 MLU_G; Veterinäramt Stadt Halle, Germany; Bescheid T16/2019) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARRIVE guidelines and under consideration of the 3R-principle.

### Animals

As already described before^4,5,15^ mice were kept at constant temperature of 22 ± 2 °C, relative humidity of 30–60%, under a 12/12 h light–dark cycle with ad libitum access to water and standard chow. Knock-out in endothelial cells was achieved by mating *EGFR*^*flox/flox*^ C57BL/6 mice (originally provided by Maria Sibilia, Vienna, Austria) with B6.Cg-Tg(Tek-cre)1Ywa animals^16^ from Jackson Laboratory (Stock No: 008863, C57BL/6J genetic background). Inducible knock out for EGFR in VSMC was created by mating *EGFR*^*flox/flox*^ C57BL/6 mice (originally provided by Maria Sibilia, Vienna, Austria) with B6.FVB-Tg(Myh11-cre/ERT2)1Soff mice (= *iSMMHC-Cre*^+*/−*^ C57BL/6N mice, Jackson laboratory, stock no: 019079, C57BL/6N genetic background, originally provided by Stefan Offermanns, Bad Nauheim, Germany)^4,5,15^. As controls (wild type, WT) mice without LoxP-sites but carrying the Cre-recombinase under control of the *iSMMHC*-promotor and treated with tamoxifen (= VSMC-model) or carrying the Cre-recombinase under control of the *Tie2*-promotor (= EC-model) were employed. HFD (60% fat share of energy versus 10% in SFD) was started at 6 weeks of age. Genotyping was performed on tail biopsies by PCR as previously described^2^. Knockout was confirmed by determination of the excision of EGFR exon 1 by genomic PCR. Successful excision of the floxed DNA-fragment in the EGFR gene, comprising exon 1, was determined with DNA extracted from lung or aortic tissue applying the following protocol: denaturation at 94 °C for 3 min followed by 35 cycles with denaturation at 94 °C for 30 s, annealing at 66,1 °C for 45 s and extension at 72 °C for 4 min. Final extension was performed at 72 °C for 4.5 min. The reaction mix contained additional 2 mM Mg_2_Cl. Forward primer: GGGTGACGTGTTCCCATTCA, reverse primer: AAAGTTTGCTACCGGCCTCA. Product length without excision = 2579 bp, product length with excision = 549 bp. DNA was extracted by proteinase K digestion and salt precipitation. PCR products were analysed by agarose gel electrophoresis followed by iodidium bromide staining (Supplementary methods SM01). To confirm reduced EGFR mRNA expression we performed quantitative RT-PCR (qRT-PCR) in lung tissue. RNA was isolated using InviTrap spin tissue RNA mini kit (Invitek Molecular GmbH) following manufacturer’s instructions. DNA contamination was removed (DNAse I, New England Biolabs) and reverse transcription (RT) was performed using random primers and Super-Script II reverse transcriptase (Invitrogen, Life Technologies) according to manufacturer’s instructions. 1 µL of the obtained cDNA was used in RT-qPCR (AriaMx Real-Time PCR System, Agilent Technologies). EGFR forward primer: GACCTTCACATCCTGCCAGT. EGFR reverse primer: GCATGGAGGTCAGTCCAGTT. qPCR efficiency was > 90%. The relative mRNA expression of the genes of interest was calculated according to the 2^-ΔΔCt^ method, using the 18S RNA signal for normalization. 18S forward primer: GTAACCCGTTGAACCCCATT. 18S reverse primer: CCATCCAATCGGTAGTAGCG. Each sample was analyzed as triplicate. Results are shown in Supplementary methods SM02, expressed as mean difference between wild-type and knock out ± standard error of mean. Breeding of the animals and assignment to experimental groups was performed randomly by place holder numbers before knowledge regarding the animals was obtained. During further experimentation the genotype of the animals was blinded by pseudonymisation (assignment of numbers). Due to the differences in weight gain, the type of diet could not be blinded.

For body and organ weight analysis as well as for blood pressure measurements by Millar catheter of the VSMC-model new animal cohorts (WT-SFD, WT-HFD, KO-SFD, KO-HFD) were generated. For the aortic ring force development split into thoracic and abdominal aorta a separated reanalysis of thoracic and abdominal aortic rings investigated previously was performed^5^.

### EGFR ELISA

In order to obtain an initial indication regarding the relative expression of EGFR in endothelial cells compared to vascular smooth muscle cells, we quantified EGFR protein in primary cells of human origin (Supplementary methods SM03). For additional referencing we included primary human mesangial cells (smooth muscle like cell type), renal proximal tubule cells (epithelial cell type) and HEK293 cell. EGFR expression was determined by an EGFR sandwich ELISA (R&D Systems, Minneapolis, MN) according to the manufacturer’s protocol. Cells were lysed at 4 °C in extraction buffer [10 mM Tris (pH 7.4), 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 20 mM Na4P2O7, 2 mM Na3VO4, 1%Triton X-100, 10%glycerol, 0.1%SDS, 0.5%deoxycholate, protease inhibitor cocktail (1:1000)]. Protein content was determined using the BCA reagent from Pierce (Rockford, IL). SM03 shows that EGFR expression was lowest, but clearly distinct from zero, in endothelial cells.

### Invasive measurement of blood pressure

Intravasal blood pressure measurements (diastolic, systolic, mean) were performed in anaesthetized (80 mg/kg body weight (BW) ketamine and 120 mg/kg BW xylazine, Sigma-Aldrich, St. Louis, USA) mice as described before^15^. The right jugular vein was cannulated for infusion of 2% bovine serum albumin (Sigma-Aldrich, Steinheim, Germany) in Ringer lactate solution (for 1 L: NaCl 5.9 g, KCl 0.3 g, CaCl2 0.22 g, Na-Lactate 2.8 g) at 4 µl/g BW/min. A Millar catheter (size 1F, Millar Instruments, Houston, USA) was inserted into the right carotid artery. After a 20-min stabilization period systolic, diastolic and mean blood pressure were measured (PowerLab data acquisition systems, Spechbach, Germany) and pulse pressure was calculated with the LabChart7 software (ADI instruments, Spechbach, Germany). To analyze the impact of volume load on blood pressure a bolus of 50 µl Ringer Lactate with a subsequent infusion of 100 µl Ringer lactate solution (within one min, infusion rate 6 ml/h) was infused via the jugular vein catheter and the blood pressure was analyzed for 10 min. Subsequently, to analyze the reactivity of blood pressure upon phenylephrine (PE), a bolus of 100 µg PE / kg BW was given followed by an infusion of 100 µl Ringer lactate solution as described above within a minute (infusion rate: 6 ml/h). The change in blood pressure was analyzed for a subsequent 20 min time period.

### Measurement of aortic ring force

Wire myography was performed using a system of DMT (Aarhus, Denmark), according to the protocols published before^4,5,15^. Aortic rings were equilibrated in modified aerated Krebs–Ringer solution (20% O_2_, 5% CO_2_) at 37 °C for 30 min. At the beginning and the end of the equilibration the physiological salt solution was changed once, followed by the application of a strain resulting in a force of 12mN^4,15^. This strain resulted in a similar change in vessel circumference (dL) and similar effective pressure values in both genotypes and was applied for 10 min prior to the first substance application. Wall stress and effective pressure were calculated as described by Mulvany and Halpern^17^. After each measurement, the chambers were flushed five times with Krebs–Ringer-solution, achieving an approximately 100,000 fold dilution of the substance, before a new reagent was tested. This did not apply for the relaxants carbamoylcholine chloride (carbachol) and S-Nitroso-*N*-acetyl-DL-penicillamine (SNAP). These substances were given at the point of stable force development of the previously administered vasoconstrictor.

### Pressurized mesenteric arteries

Pressure myography was performed using a system of DMT (Aarhus, Denmark)^4^. After mice were killed, the mesenteric bed was removed and transferred to cold (4 °C) physiological salt solution. Mesenteric (third or fourth order) arteries were mounted on glass cannulas to allow perfusion at physiological pressures (inlet pressure 60 mmHg, outlet pressure 45 mmHg). Vessels were superfused continuously with Krebs–Henseleit solution (20% O_2_, 5% CO_2_; pH, 7.4; 37 °C) composed of (mmol/l): 119 NaCl, 4.7 KCl, 25 NaHCO_3_, 1.2 KH_2_PO_4_, 1.6 CaCl_2_, 1.2 MgSO_4_, 0.03 EDTA and 11.1 glucose. The wake-up procedure was carried out according to the manufacturer’s instructions by stepwise pressurizing to 20, 40, 60, 80, or 100 mm Hg using servo control system. Diameter of the vessels was measured with a video microscope (Zeiss Axiovert, Oberkochen, Germany) and a data acquisition and analysis system (Danish Myo Technology A/S, DK-8382 Hinnerup, Denmark). A 60-mmol/l KCl challenge was performed after 45 to 60 min equilibration and before any other interventions.

### Harvesting of organs

Mice were sacrificed by cervical dislocation. Livers, kidneys, lungs, hearts and aortas were excised, carefully freed from adjacent tissues, and weighed. Tibia length was measured for normalization of organ weights. Parts of the tissues were immediately snap frozen in liquid nitrogen while parts were fixed in 5% paraformaldehyde solution. Tissues were dehydrated in increasing concentrations of methanol or isopropanol. After embedding in paraffin, 4 µm sections were cut^4^.

### Histomorphometric analysis

Morphometric analysis was performed as described before^2,4^ in a blinded way (pseudonymisation by number assignment). Sections were double-blinded investigated. Glomerular damage was assessed as Bowman and glomerular area, glomerular cellularity (nuclei per glomerulus) and glomerulosclerosis in kidney sections stained with periodic acid-Schiff’s reagent. At least 30 glomeruli per kidney were evaluated, and the given values are the mean per animal. The degree of glomerulosclerosis was determined using a semiquantitative scoring method^18^. Glomeruli were selected randomly and scored as follows: grade 0, normal; grade 1, sclerotic area 25% of total glomerular area; grade 2, sclerotic area 25%-50%; grade 3, sclerotic area 50%-75%; grade 4, sclerotic area 75%-100%. For media-to-lumen ratio media thickness was measured at ten different locations within the vessel wall and divided by the internal circumference of the aorta according to Liang^19^. Fibrosis was analyzed by staining with Sirius red followed by quantitative microscopic determination of the relative fibrotic area.

### Next generation sequencing and gene enrichment analysis

Total RNA was isolated as described^20^. Paired-end sequencing (2 × 150 bp) was performed with a HiSeq Illumina System by Novogene (UK) Co., Ltd (Cambridge, UK) in the same way as in our previous study^5^. Libraries were prepared with indexed adapters. Quality control was performed on the data provided by the service company (adaptors already clipped, fastQC, v0.11.3, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Read mapping was done with Tophat2 (2.0.14)^21^ (mouse genome GRCm38/mm10) and counting was done with featureCounts (1.4.6)^22^. Genes were annotated with BiomaRt v93 (R package v2.36.1)^23^. Normalization and differential expression analysis were performed using R package EdgeR (3.20.8)^24^ from Bioconductor (https://www.bioconductor.org/). The counts were normalized using the “trimmed mean of M values” (TMM) method. A false discovery rate (FDR) of 0.05 was used to determine if genes were significantly regulated. Additional filters such as FPM > 5 and Fold Change > 1.5 were applied. Raw data are publicly available on the GEO (Gene Expression Omnibus) database (https://www.ncbi.nlm.nih.gov/geo). GEO IDs: GSE144838 for the VSMC model and GSE158197 for the EC model.

Gene ontology enrichment analysis was performed with g:Profiler (http://biit.cs.ut.ee/gprofiler/;^25^) and Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany) was used for functional analysis (including Canonical Pathways, Upstream Regulator and Downstream Effects Analyses; that are features not included in g:Profiler) on the lists of regulated genes (results of the differential expression analyses). Their Ensembl identifiers were mapped to networks available in the software database. For the canonical pathway analysis, enriched pathways were ranked according to how relevant they were for the genes provided as input. Multiple testing was performed using the Benjamini–Hochberg (B–H) procedure. Analyses were corrected for multiple testing as described for the corresponding tools.

### Determination of albumin, creatinine and glucose

Glucose consumption was assessed by commercially available kits (Glucose (HK) assay kit, Sigma, Darmstadt, Germany) according to the manufacturer’s instructions^26^. Albumin was determined by ELISA (Bethyl Laboratories, Montgomery, Texas, USA). Creatinine was determined enzymatically by the creatinase method (Diazyme, Dresden, Germany).

### Statistics

Data are presented as mean ± standard error of mean. As described before^5^ 2-way ANOVA (SFD vs HFD and WT vs KO) was performed, followed by post hoc testing. Student´s T-Test or Mann–Whitney Rank Sum Test were used as applicable according to pre-test data analysis by SigmaPlot 12.5. A p-value < 0.05 was considered significant. N = number of animals or vessels. Biometrical planning was performed under consideration of the 3R-principle with α = 0.05 and β = 0.8. Data from all experiments that proceeded technically according to plan were included into the analyses.

### Ethcs approval and consent to participate

All mouse experiments were approved by the local government (Landesverwaltungsamt Sachsen-Anhalt, Germany, Az.: 505.6.3-42502-2-1389 MLU_G; Veterinäramt Stadt Halle, Germany; Bes-cheid T16/2019) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARRIVE guidelines and under consideration of the 3R-principle.

## Results

### Systemic parameters

EC-EGFR-KO animals were born at a mendelian ratio and showed no gross abnormalities. There was no difference in body weight, tibia length or blood glucose compared to their wildtype littermates as well as to the VSMC-EGFR-WT animals (Fig. 1A–C, Supplementary Fig. SF01), except the known slightly higher blood glucose concentration^27^ under standard fat diet (SFD), most probably attributable to the genetic background. High fat diet (HFD) led to a similar increase in body weight and blood glucose in EC-EGFR-WT, EC-EGFR-KO, VSMC-EGFR-WT and VSMC-EGFR-KO (Fig. 1a–C, Supplementary Fig. SF01). Analysis of organ weights (Fig. 1A, Supplementary Fig. SF01) revealed no differences between the genotypes under control conditions for heart and kidney. There was a slight trend towards higher heart and kidney weights in EC-EGFR-WT compared to VSMC-EGFR-WT. HFD induced no change in heart weight but an increase in renal weight (normalized to tibia length (TL) or heart weight) that was aggravated in VSMC-EGFR-KO (EC: Fig. 1D,F, VSMC: Supplementary Fig. SF01). Scattered analysis shows that a susceptible subgroup of animals with substantially enhanced renal weight (> 25 mg/mm TL) was responsible for this effect (Fig. 2). This effect was much less pronounced in EC-EGFR-KO animals (Fig. 2, Supplementary Fig. SF02). Lung weight was not affected neither by genotype nor HFD in the EC-EGFR model (Fig. 2, Supplementary Figs. SF02 and SF03). By contrast, VSMC-EGFR-KO induced an increase in lung weight in a susceptible subgroup under SFD. HFD did not aggravate this effect (Fig. 2, Supplementary Fig. SF03).

**Figure 1:**
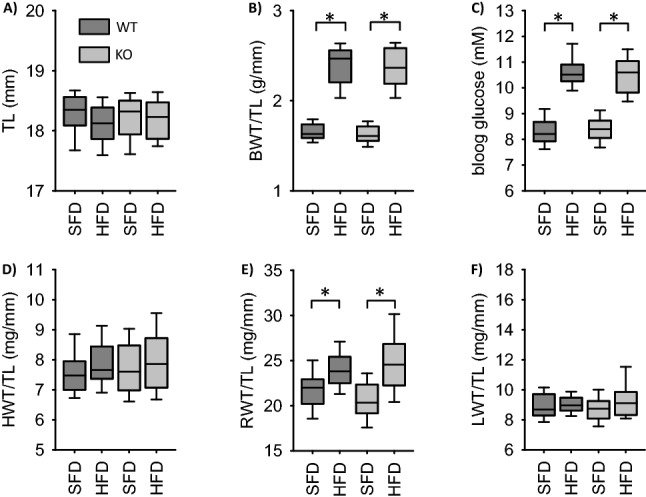
Influence of high fat diet on body weight (**A**,**B**), blood glucose (**C**) and heart (**D**), kidney (**E**) and lung (**F**) weight in EC-EGFR-WT and EC-EGFR-KO animals. Number of animals of the EC-model: N(WT, SFD) = 29, N(WT, HFD) = 30, N(KO, SFD) = 38, N(KO, HFD) = 39. Number of animals of the VSMC-model: N(WT, SFD) = 44, N(WT, HFD) = 38, N(KO, SFD) = 58, N(KO, HFD) = 54.*p < 0.05. *SFD* standard diet, *HFD* high fat diet, *BWT* body weight, *TL* tibia length, *HWT* heart weight, *RWT* renal weight, *LWT* lung weight, *VSMC* vascular smooth muscle cell.

**Figure 2:**
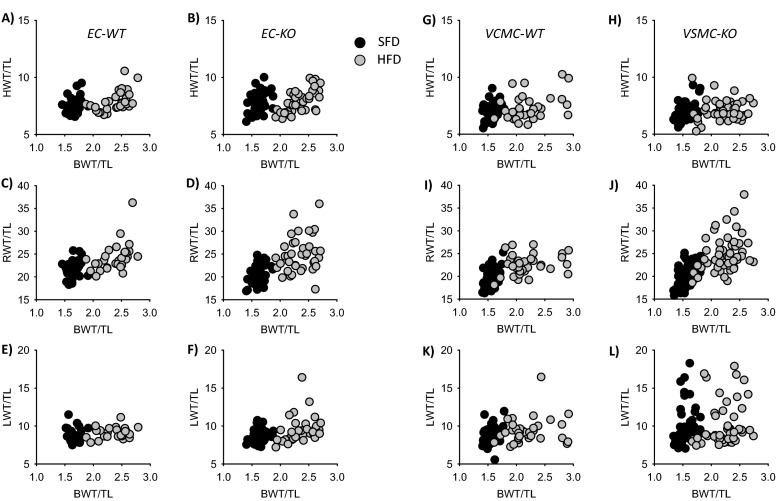
Scatter plots showing the correlation between body weight (BWT) and heart (HWT; **A**,**B**,**G**,**H**), kidney (RWT; **C**,**D**,**I**,**J**) or lung (LWT; **E**,**F**,**K**,**L**) weights in the four genotypes under standard fat diet (SFD) and high fat diet (HFD). TL = tibia length. Number of animals for the EC-model: N(WT, SFD) = 29, N(WT, HFD) = 30, N(KO, SFD) = 38, N(KO, HFD) = 39. Number of animals for the VSMC-model: N(WT, SFD) = 44, N(WT, HFD) = 38, N(KO, SFD) = 58, N(KO, HFD) = 54.

By contrast to VSMC-EGFR-KO^15^, blood pressure was not significantly different between EC-EGFR-KO and EC-EGFR-WT under SFD (Supplementary Fig. SF04). HFD induced a slight increase in systolic and mean blood pressure in EC-EGFR-WT and EC-EGFR-KO animals.

### Functional vascular parameters

Isometric force measurements in aortic rings (conductance vessel) revealed no difference of action for the α1-adrenergic agonist, phenylephrine, in rings from EC-EGFR-KO as compared to EC-EGFR-WT animals under SFD (Supplementary Fig. SF05), in contrast to VSMC-EGFR-KO, as shown previously^5^. Reduction in phenylephrine induced-force generation during HFD was not prevented by EC-EGFR-KO.

HFD and EGFR-KO reduced KCl-induced contraction in the thoracic aorta from the VSMC-EGFR model but not in abdominal or thoracic aortae from EC-EGFR animals (Supplementary Fig. SF06). In the abdominal aorta, the U46619-induced (thromboxane analogue) contraction of the abdominal aorta was affected neither by genotype nor by HFD. In thoracic aortae, the knockout of EGFR in EC enhanced and knockout in VSMC reduced the effect of U46619 (Supplementary Fig. SF07).

Endothelium-dependent relaxation in response to carbachol was slightly reduced in abdominal but not thoracic aortae from EC-EGFR-KO (Fig. 3). VSMC-EGFR-KO also led to a slight yet opposite effect in abdominal aorta. The impact of the NO-donor SNAP was not affected by genotype (Fig. 3). Surprisingly, aortae from EC-EGFR-WT animals responded to HFD with a mild endothelial dysfunction only in the abdominal aorta, an effect that was absent in abdominal aortae from EC-EGFR-KO animals, probably due to the preexisting mild endothelial dysfunction (Fig. 4A–D). The data from thoracic aortae indicate a trend for enhanced HFD-susceptibility in EC-EGFR-KO animals (Fig. 4). HFD reduced the action of carbachol in abdominal and thoracic aortae from WT but not from KO animals of the VSMC-EGFR model (Fig. 4E–H), as also reported previously^5^. SNAP-induced relaxation was not affected (Supplementary Figs. SF08 and SF09).

**Figure 3:**
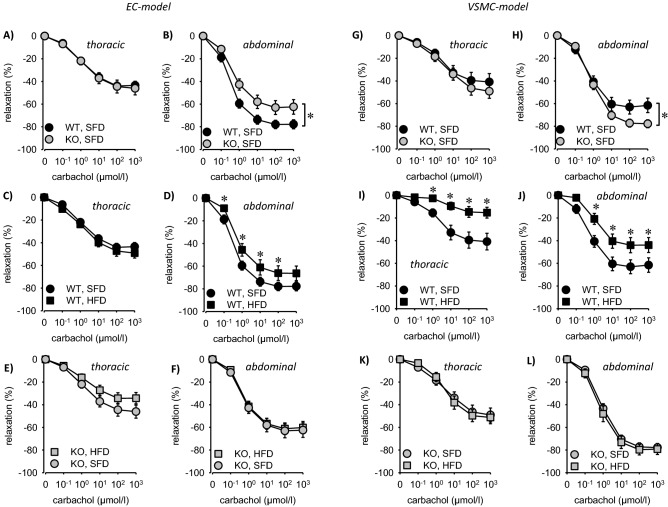
(**A**,**B**) Isometric relaxation of thoracic and abdominal aortic rings of EC-EGFR-KO and EC-EGFR-KO under SFD in response to carbachol. (**C**–**F**) Effect of HFD on isometric relaxation of thoracic (**C**,**E**) and abdominal (**D**,**F**) aortic rings in response to carbachol in EC-EGFR-WT (**C**,**D**) and EC-EGFR-KO (**E**,**F**) animals. Number of animals N(WT, SFD) = 10, N(WT, HFD) = 8, N(KO, SFD) = 8, N(KO, HFD) = 11. (**G**,**H**) Isometric relaxation of thoracic and abdominal aortic rings of VSMC-EGFR-KO and VSMC-EGFR-KO under SFD in response to carbachol. (**I**–**L**) Effect of HFD on isometric relaxation of thoracic (**I**,**K**) and abdominal (**J**,**L**) aortic rings in response to carbachol in VSMC-EGFR-WT (**I**,**J**) and VSMC-EGFR-KO (**K**,**L**) animals. Number of animals N(WT, SFD) = 10, N(WT, HFD) = 8, N(KO, SFD) = 10, N(KO, HFD) = 10. *p < 0.05 versus respective control. *SFD* standard diet, *HFD* high fat diet, *WT* wildtype, *KO* knockout, *EC* endothelial cell, *VSMC* vascular smooth muscle cell.

**Figure 4:**
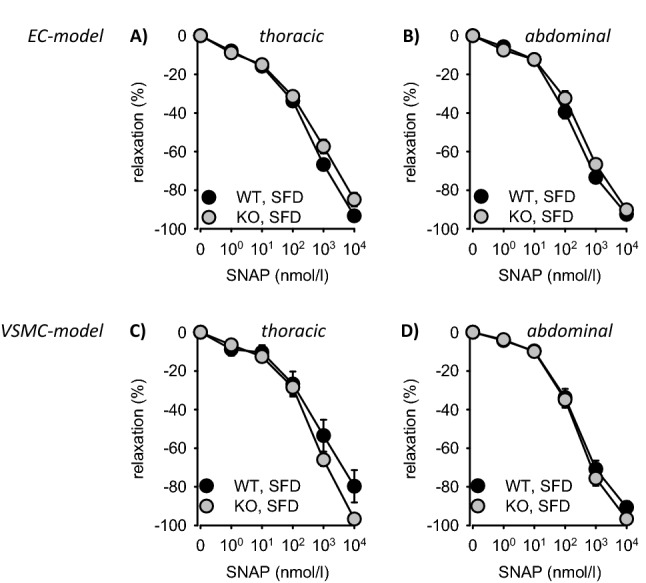
(**A**,**B**) Isometric relaxation of thoracic and abdominal aortic rings of EC-EGFR-KO and EC-EGFR-KO under SFD in response to SNAP. (**C**,**D**) Isometric relaxation of thoracic and abdominal aortic rings of VSMC-EGFR-KO and VSMC-EGFR-KO under SFD in response to SNAP. Number of animals in the EC-model: N(WT, SFD) = 10, N(KO, SFD) = 8. Number of animals in the VSMC-model: N(WT, SFD) = 10, N(KO, SFD) = 10. *p < 0.05 versus respective control. *SFD* standard diet, *HFD* high fat diet, *WT* wiltype, *KO* knockout, *EC* endothelial cell, *VSMC* vascular smooth muscle cell.

Pressure myography in mesenteric arteries (vessels with myogenic tone) showed reduced vessel diameter and increased wall-to-lumen ratio (inward remodeling) induced by HFD independent of the EC-genotype (Fig. 5). Carbachol induced relaxation was less pronounced in the EC-EGFR model (Fig. 5) compared to the VSMC-EGFR model under SFD (see Fig. 2 in^5^), indicating reduced endothelial function. EC-EGFR-KO or HFD induced no further reduction of endothelial function. The effect of SNAP was not significantly different between the various groups (Fig. 5; Fig. 2 in^5^).

**Figure 5:**
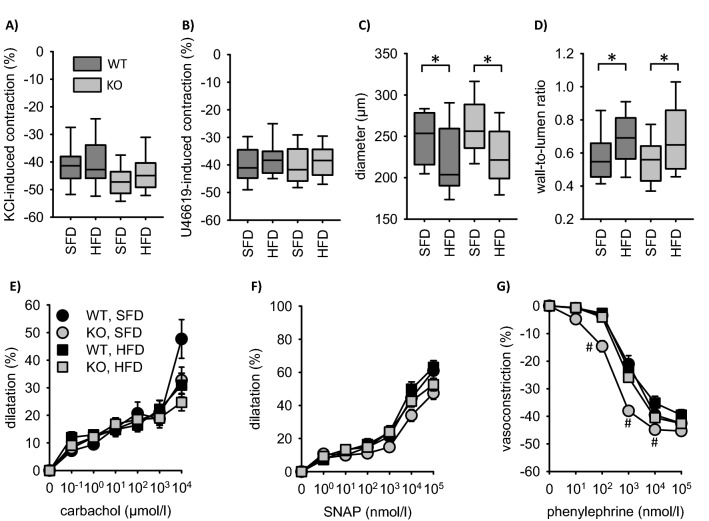
Pressure myography in mesenteric arteries of the EC-EGFR model. (**A**) Contraction in reponse to 20 mmol/l KCl. (**B**) Contraction in response to 100 nmol/l U46619. (**C**) Diameter of mesenteric arteries. (**D**) Wall-to-lumen ratio of mesenteric arteries. (**E**) Carbachol-induced dilatation. (**F**) SNAP-induced dilatation. (**G**) Phenylephrine-induced contraction. Number of animals N(WT, SFD) = 8, N(WT, HFD) = 10, N(KO, SFD) = 10, N(KO, HFD) = 14. *p < 0.05. *SFD* standard diet, *HFD* high fat diet, *WT* wildtype, *KO* knockout. *p < 0.05. ^#^p < 0.05 versus WT, SFD.

As reported before, neither EGFR knockout nor HFD altered the effect of phenylephrine-induced contraction of mesenteric arteries in the VSMC-EGFR model (see Fig. 2 in^5^). In contrast, EGFR knockout enhanced phenylephrine-sensitivity in the EC-EGFR model (Fig. 5). HFD reduced the sensitivity to phenylephrine in mesenteric arteries from EC-EGFR-KO but not from EC-EGFR-WT animals.

### Aortic gene expression analysis

The effect of VSMC-EGFR-KO on aortic transcriptome has been reported before^5^. 

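Aortic RNA was sequenced from 20 mice, 5 in each of 4 groups, WT or KO for endothelial EGFR (a deletion by Tek-cre) and fed SFD (10% of energy from fat) or HFD (60%) for 18 weeks from an age of 6 weeks. The authors deposited counts per gene, without normalization, for 55335 genes of the mouse genome GRCm38/mm10. Between 17520161 and 36452741 counts per library fell on genes, with medians of 23119868 in WT SFD, 17697918 in WT HFD, 19771676 in KO SFD and 19831037 in KO HFD. In every library, the table holds 0 counts for the 7724 genes on chromosome 8 after position 97876520 and on chromosomes 9, MT, X and Y, which include 12.1% of its protein-coding genes, so these genes could not be tested. The KO SFD replicate R-12 and the WT SFD replicate R-1 differed by less than the sampling noise (median chi-square over genes 0.0277, where 0.455 is the value for sampling noise alone), so KO and WT under SFD are not 5 fully separate libraries against 5. Counts were normalized by TMM and tested with edgeR's quasi-likelihood test in a single fit of the 20 libraries, over the 15122 genes that passed its expression filter. FPM stands here for counts scaled to the TMM-normalized library size, in the paper's unit. For KO against WT under SFD, 0 genes had an adjusted p-value under 0.05. An unadjusted p under 0.05 was reached by 345 genes, where uniform p-values would give 756.1. Across 100 splits of the libraries into groups of the same sizes, the median was 414. Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158), which other cells of the vessel wall also express, had 44.0 ± 5.70 FPM (SD, n = 5) in KO SFD and 39.6 ± 8.93 FPM (SD, n = 5) in WT SFD, a log2 fold change of 0.15 (standard error 0.15, adjusted p = 1.00 from the same edgeR test).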

EC-EGFR-KO induced no differential expression of mRNAs under SFD (Supplementary Table ST01, Supplementary Fig. SF10) in aortas. 

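The effect of HFD in WT aortas was tested on the same fit. For Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987), expression fell from 20.5 ± 9.83 FPM (SD, n = 5) under SFD to 1.79 ± 1.02 FPM (SD, n = 5) under HFD, a log2 fold change of -3.51 (standard error 0.55, adjusted p = 0.0286). It was the only gene past an adjusted p of 0.05, a fold change of 1.5 and 5 FPM in at least 1 of the 2 groups, and 394 genes had an unadjusted p under 0.05. Cfd (ENSMUSG00000061780, chromosome 10, 79890853 to 79892655) had 129 ± 69.2 FPM under SFD and 16.9 ± 11.2 FPM under HFD (SD, n = 5 each), a log2 fold change of -2.93 (standard error 0.61, adjusted p = 0.244). Retn (ENSMUSG00000012705, chromosome 8, 3655770 to 3660110) had 12.4 ± 6.92 FPM and 1.69 ± 1.17 FPM (SD, n = 5 each), a log2 fold change of -2.87 (standard error 0.59, adjusted p = 0.244). For each of the 3 genes, every WT HFD library lay below every WT SFD library. When 1 replicate was left out, Cyp2e1 passed the thresholds in 2 of 10 fits, with adjusted p-values from 0.0178 to 0.167 in edgeR. The largest move came from the choice of test: with the DESeq2 Wald test, 6 genes passed the thresholds, among them all 3 genes. Library order within each group as a replicate block, chosen after the data were seen, gave 2 genes, Cyp2e1 and Retn. With the score of 13 adipocyte genes as a covariate, 0 genes passed, and the log2 fold change of Cyp2e1 was -2.42.

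**Figure D1:**
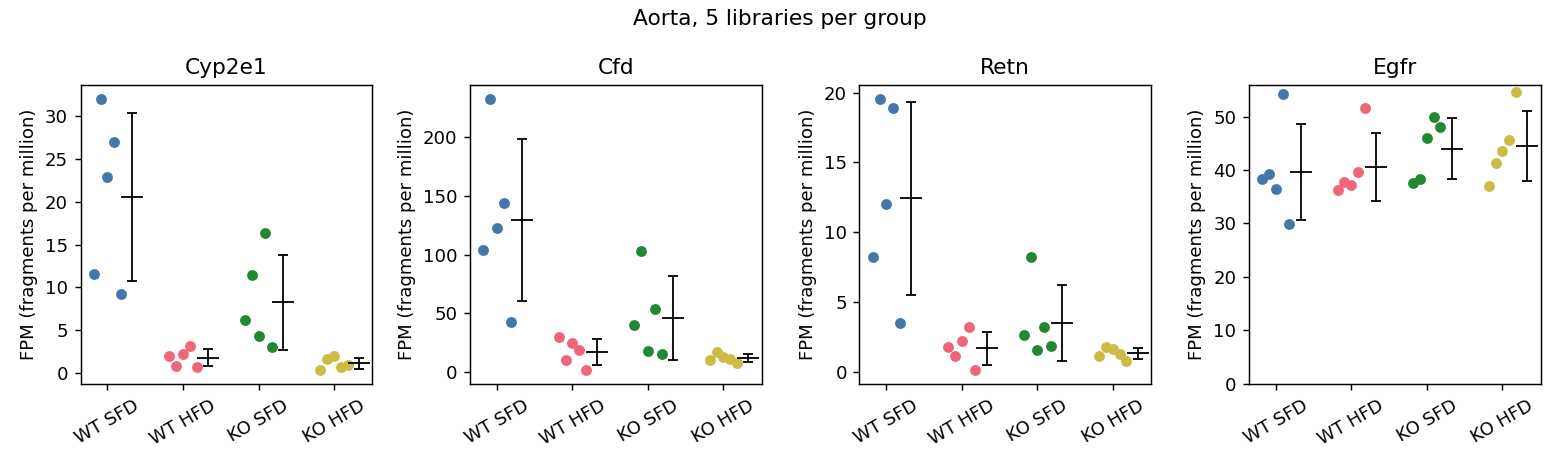
FPM (TMM-normalized) of Cyp2e1, Cfd, Retn and Egfr in aortas of the 4 groups. Points are the 5 libraries of a group, and bars show the mean ± SD; mean Cyp2e1 was 20.5 FPM in WT SFD and 1.79 FPM in WT HFD.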

In EC-EGFR-WT animals HFD induced only mild transcriptome alterations (3 genes were affected according to the results of differential expression analysis, with FDR 0.05, Fold Change > 1.5, FPM > 5) (Supplementary Fig. SF10). Of those three genes only Cyp2e1 was differentially expressed in EC-EGFR-KO animals treated with HFD. These data, together with the functional results above, strongly suggest that EC-EGFR is not of major importance for basal vascular function or structure—in contrast to VMSC-EGFR^2,4,5,15^.

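In KO aortas, 0 genes passed the thresholds under edgeR's quasi-likelihood test, and 690 had an unadjusted p under 0.05. The expression of Cyp2e1 was 8.26 ± 5.56 FPM (SD, n = 5) in KO SFD and 1.12 ± 0.674 FPM (SD, n = 5) in KO HFD, a log2 fold change of -2.85 (standard error 0.55, adjusted p = 0.752). With the edgeR exact test, the likelihood ratio test or the DESeq2 Wald test, Cyp2e1 passed the thresholds. Log2 fold changes of Cfd and Retn in KO were -1.94 (standard error 0.59, adjusted p = 0.987) and -1.41 (standard error 0.58, adjusted p = 0.987). Without KO SFD replicate R-12, which is near-identical to R-1, they were -1.40 and -0.80. The difference between the HFD effects in KO and WT was tested as an interaction. Its log2 size was 0.66 for Cyp2e1 (standard error 0.74), 0.99 for Cfd (standard error 0.81) and 1.47 for Retn (standard error 0.81), each with an adjusted p of 1.00 from the edgeR fit. Across all genes tested, 0 had an adjusted interaction p under 0.05, and 127 had an unadjusted p under 0.05.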

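For KO against WT aortas under HFD, 0 genes had an adjusted p under 0.05 with edgeR's quasi-likelihood test (smallest adjusted p = 0.150), and 884 had an unadjusted p under 0.05. With the edgeR exact test, the number was 26, with the likelihood ratio test 28 and with the DESeq2 Wald test 25. These 3 tests shared 22 genes, 8 of them higher in KO. Every higher gene under each of these tests had its highest value among KO HFD libraries in R-16 or R-19. For Egr2 and Myc, which all 3 tests called, every KO HFD library still lay above every WT HFD library. The lowest KO HFD and highest WT HFD values were 3.36 and 2.47 FPM for Egr2 and 3.70 and 3.69 FPM for Myc. All of the lower genes under each test were processed pseudogenes. From the transcriptome and its functional data, the paper proposes that EC-EGFR is not of major importance for basal vascular function or structure.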

### Renal parameters

Knockout of EGFR in EC did not affect the parameters investigated under SFD (Fig. 6). In EC-EGFR-WT animals HFD led to increased serum creatinine levels and albuminuria, similar to the effects reported previously for VSMC-EGFR-WT^5^. Knockout of EC-EGFR had no impact on the HFD induced elevated serum creatinine but attenuated albuminuria (Fig. 6). Fractional water excretion was not affected by HFD or EC-EGFR KO. The HFD-induced increase in renal weight in KO animals was accompanied by moderate histological changes, including glomerular sclerosis in both genotypes (Supplementary Fig. SF11). Proximal tubule hypertrophy or an increase in glomerular size were not observed (Supplementary Fig. SF11).

**Figure 6:**
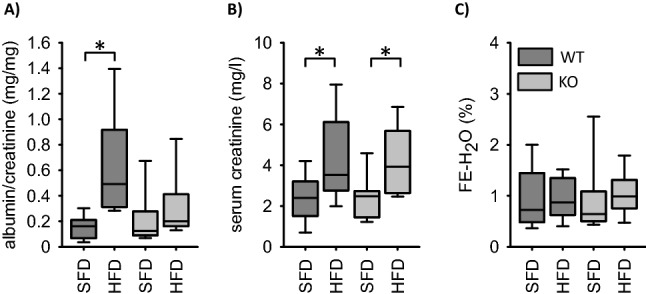
Impact of HFD-diet on functional renal parameters in the EC-EGFR-model. (**A**) Urinary albumin excretion. (**B**) Serum creatinine concentrations. (**C**) Fractional water excretion (FE). Number of animals: N = 10 for each experimental group. *p < 0.05. *SFD* standard diet, *HFD* high fat diet, *WT* wildtype, *KO* knockout.

### Renal gene expression analysis

In EC-EGFR-KO, no mRNA was expressed differently under SFD. 

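Renal RNA was sequenced from 5 mice in each of the same 4 groups, and the table of raw counts lists 55382 genes. Counts on genes per library ranged from 19643033 to 48833447, with medians of 25179569 in WT SFD, 24706049 in WT HFD, 22464804 in KO SFD and 22301181 in KO HFD. The same part of the genome as in aortas (7729 genes here) is at 0 counts in every library. KO HFD replicate a1 and WT HFD replicate a12 differed by less than the sampling noise (median chi-square over genes 0.0269). KO and WT under HFD are therefore not 5 fully separate libraries against 5. Of the 15943 genes tested, 0 had an adjusted p under 0.05 for KO against WT under SFD. An unadjusted p under 0.05 was reached by 426, where uniform p-values would give 797.1, and the median of 100 splits was 595. Under HFD, 0 genes again had an adjusted p under 0.05 for KO against WT, with 546 at an unadjusted p under 0.05. The log2 fold change of Egfr between KO and WT was -0.09 under SFD (standard error 0.17, adjusted p = 1.00 from edgeR) and 0.06 under HFD (standard error 0.17, adjusted p = 0.947 from edgeR). Under HFD its sign depended on single libraries: it was -0.09 without WT HFD replicate a15 and also without KO HFD replicate a3.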

HFD induced differential expression of 310 genes in WT and 284 genes in KO animals with an overlap of 222 mRNAs and more up- than downregulated mRNAs (Supplementary Table ST02 and Supplementary Fig. SF12A). 

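With the same thresholds as for aortas, HFD changed 347 renal genes in WT (202 higher, 145 lower) and 344 in KO (196 higher, 148 lower). Of these, 248 were called in both genotypes and in the same direction, 148 higher and 100 lower, and 0 in opposite directions. By adjusted p alone, without the thresholds on fold change and FPM, 1069 genes were called in WT, 1011 in KO and 652 in both, and with a fold change over 2, 122, 123 and 91. In WT, Gulo (ENSMUSG00000034450) rose from 0.22 ± 0.1 to 7.29 ± 2.83 FPM (SD, n = 5 each), a log2 fold change of 5.01 (standard error 0.44, adjusted p = 6.4e-07 from edgeR). The next largest increases in WT among genes whose groups did not overlap were in Ugt1a10 (log2 fold change 3.97), Slc7a12 (3.17), Cyp2c69 (3.06) and Prlr (2.89). The largest decreases were in Synpr (-4.43), Gm6300 (-2.21), Mfsd2a (-2.14), Igf2bp1 (-1.94) and Gm15441 (-1.86). In KO, increases included Gulo (6.52), Col8a1 (2.75) and Cyp2c69 (2.54), and the largest decreases among genes whose groups did not overlap were in Synpr (-3.43), Gadd45g (-2.28), Igf2bp1 (-2.17), Mfsd2a (-2.07) and Gm6300 (-1.98). Without KO SFD replicate a8, the log2 fold change of Gadd45g was -1.56 (adjusted p = 0.158 from edgeR), and Gadd45g lost its call in 8 of the 10 fits that each left out 1 replicate. Synpr in KO lost its call without KO SFD replicate a9 or a10 (log2 fold change -3.14 without a10), through the threshold of 5 FPM. Its adjusted p in KO was at most 0.0386 from edgeR in the 10 fits that each left out 1 replicate. Without WT HFD replicate a12, the log2 fold change of Synpr in WT was -6.02. Gm15441 lost its call without WT SFD replicate a18, with a log2 fold change of -1.11 (adjusted p = 0.063).

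**Figure D2:**
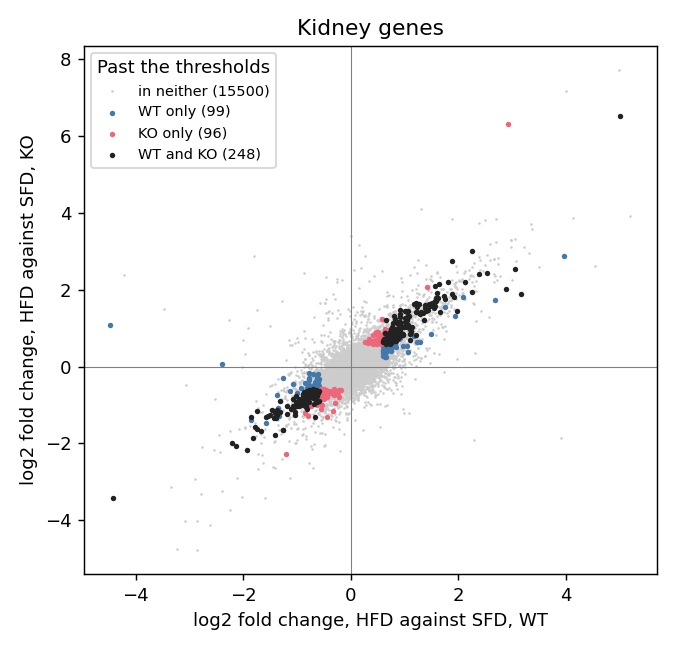
Log2 fold change of each renal gene tested, HFD against SFD, in WT (x axis) and KO (y axis). Black points are the 248 genes past the thresholds in both genotypes, blue points the 99 in WT only, red points the 96 in KO only and grey points the other genes.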

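The paper's list of regulated genes in the term lipid metabolic process, drawn from the genes it found in both genotypes, holds 53 genes. These were chosen on the same libraries for a call in both genotypes. Their calls, shared direction, correlation and lack of interaction are therefore not independent evidence. The values also include a1 and a12, the near-identical libraries that join the 2 HFD groups. Of the 53, 53 were called in WT and 50 in KO, 28 were higher and 25 lower under HFD in WT, and all 53 changed in the same direction in KO. The median absolute log2 fold change was 1.03 in WT and 1.11 in KO, and the Pearson correlation across these genes, which are not independent replicates, was 0.985. For the difference between KO and WT in the effect of HFD, 0 of the 53 genes had an unadjusted interaction p under 0.05. The smallest adjusted interaction p was 0.983, adjusted over the list alone, and 1.00 over all genes tested.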

The results of Gene Ontology Term (GO) enrichment analysis, i.e. altered lipid metabolism, was not affected by EC-EGFR knockout (Supplementary Table ST03) in contrast to the previously reported effect of VSMC-EGFR-KO^5^. Furthermore, upstream regulator analysis by IPA® also provided no evidence for a different impact of HFD on EC-EGFR-KO as compared to EC-EGFR-WT animals (Supplementary Fig. SF12B).

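Over all 15943 renal genes tested, 0 had an adjusted p under 0.05 for the interaction of HFD and KO, and 285 had an unadjusted p under 0.05. Of the 99 genes called in WT only, 97 changed in the same direction in KO, 81 of them with an unadjusted p under 0.05 there. All 96 genes called in KO only changed in the same direction in WT, 74 with an unadjusted p under 0.05 there. Among the 443 genes called in either genotype, the smallest interaction p was 0.00646, or 0.851 after adjustment over the genes called. The HFD log2 fold changes in WT and KO had a Pearson correlation of 0.744 across all genes tested and 0.916 across the genes called; genes are not independent replicates. Without the near-identical libraries a1 and a12, which join the 2 HFD groups, the correlation across all genes was 0.602.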

## Discussion

From our results, we conclude that EC-EGFR is of minor importance for basal physiological renovascular function or HFD-induced alterations compared to VSMC-EGFR. Gross organ morphology, aortic and renal transcriptome, mesenteric artery or renal function were not affected substantially by EC-EGFR-KO under SFD. We detected a slight endothelial dysfunction in the abdominal aorta from EC-EGFR-KO animals under SFD that was not observed in thoracic aorta or mesenteric arteries, indicating limited systemic impact of the KO. This conclusion is supported by the fact that blood pressure did not differ between EC-EGFR-KO and WT animals. Of course, we do not exclude the possibility of a local regulatory importance of EC-EGFR, for example during metabolic blood flow control. Regarding the interpretation of results obtained with EC-KO models the problem of non-EC expression in pan-EC-KO models, as reviewed by Payne et al.^28^ has to be considered. Non-EC-expression in haematopoietic cells has been reported for the pan-EC models Tie2, VE-cadherin and Flk1. In cases when substantial KO effects are observed a possible contribution of haematopoietic cells must be discussed. Because EGFR-KO in our model exerted no major effect, the conclusions that EGFR-KO is of minor importance is still valid in our opinion. Furthermore, it has to be considered that we used the non-inducible Tie2-CRE model in this initial study, in order to investigate whether major effects of EC-EGFR-KO can be observed, whereas for VSMC-EGFR we previously had used a non-inducible and an inducible CRE-system^2,4,5,15^ with similar results for the basal effects. In case of major effects in the Tie2-CRE model confirmation in an inducible system (e.g. the tamoxifen-inducible VE-cadherin-CRE model^28^) should be performed. However, so far the effects observed are only mild in the Tie2-CRE-model. Nevertheless, we started with the implementation of the inducible VE-cadherin-KO model for EC-EGFR-KO. Unfortunately, the knock-down efficiency was very variable in our first cohorts. We will try to improve the protocol for EC-EGFR-KO so that this model can eventually be used to study EC-EGFR further in future studies.

Possibly, VSMC-KO and EC-KO play opposite roles in abdominal aorta under basal conditions, because VSMC-EGFR-KO led to enhanced endothelial dependent and EC-EGFR-KO to reduced relaxation (Fig. 3). As this effect of EC-EGFR-KO was not observed in thoracic aorta or mesenteric arteries from EC-EGFR-KO mice, presumably it is of minor systemic relevance (see also Supplementary Fig. SF04). Furthermore, we observed a slight increase in phenylephrine sensitivity of mesenteric arteries in EC-EGFR-KO animals, which was not observed in the aorta of EC-EGFR-KO animals or in mesenteric arteries from VSMC-EGFR-KO animals. Yet, we could not show an acute systemic impact of phenylephrine, as the acute increase in blood pressure was not affected by EC-EGFR-KO (Supplementary Fig. SF13). HFD-induced cardiovascular effects are virtually identical in EC-EGFR-WT and EC-EGFR-KO animals, with the exception of the mild endothelial dysfunction of abdominal aorta that was not observed in EC-EGFR-KO, most probably due to the already preexisting endothelial dysfunction (Fig. 3). Moreover, HFD-induced albuminuria was less pronounced in EC-EGFR-KO animals whereas the HFD-induced decrease in estimated glomerular filtration rate (from serum creatinine) was not prevented. These finding keeps the option of a partial protection of the glomerular filtration barrier without prevention of overall HFD-induced vascular remodeling, which is supported by mesenteric artery wall thickening. Altogether, these findings are in contrast to VSMC-EGFR that plays an important role under physiological and pathophysiological conditions, as reported previously^2,4,5,15^.

The limited impact of EC-EGFR on vessel wall homeostasis is also reflected by the lack of changes of the aortic mRNA-transcriptome in EC-EGFR-KO animals under SFD. 

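The list of endothelial genes held 10 genes, 9 of them tested in aortas (Cdh5 lies in the part of the genome at 0 counts). Pecam1 had a mean of 582 FPM over the 20 aortas, Vwf 316 FPM and Tek 77.3 FPM. The list's median log2 fold change for KO against WT was 0.52 under SFD (7 of 9 genes higher, adjusted p = 0.971 from fry on the edgeR fit).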

Of course our data do not exclude alterations in mRNA expression restricted to endothelial cells, due to the fact that endothelial cells represent only a minority of vascular wall cell population. This question has to be addressed using isolated endothelial cells in future studies.

HFD induced virtually no changes of the aortic transcriptome in EC-EGFR-WT animals, unlike in the VSMC-EGFR model^5^. When we compared the transcriptome of aortas from WT, SFD animals of the VSMC-EGFR model with the EC-EGFR model, we observed distinct differences with respect to the extracellular matrix, indicating a more “fibrotic” vascular type already under control conditions (Supplementary Figs. SF14 and S15). This fits to suggested functional consequences of the slightly different genetic background we had to use for the two models^27,29–31^, because B6.Cg-Tg(Tek-cre)1Ywa animals are of C57BL/6J background and B6.FVB-Tg(Myh11-cre/ERT2)1Soff of C57BL/6N background (https://www.jax.org/strain/019079, section Details, Development). It has been reported that this difference can lead to subtle yet relevant phenotypic differences, comprising higher blood glucose concentrations, glucose intolerance, lower insulin secretion and lower oxygen consumption in C57BL/6 J, possibly due to the *Nnt* mutation^27^. This is of course a limitation of our study with respect to HFD, because a comprised glucose tolerance in WT animals might disguise obesity-induced alterations, although our data show that the animals developed obesity and hyperglycemia.

In contrast to the vascular phenotype, HFD-induced renal alterations were comparable in EC-EGFR-WT and VSMC-EGFR-WT animals, reflecting the metabolic syndrome (reduced estimated glomerular filtration, albuminuria, glomerulosclerosis and a shift in the transcriptome in response to the enhanced lipid load). However, EC-EGFR-KO was almost without effect on HFD-induced alterations, in contrast to VSMC-EGFR-KO, as reported before^5^. The less pronounced albuminuria in EC-EGFR-KO animals suggests a certain protective effect but cannot be explained or classified at the moment. Because the impairment of estimated glomerular filtration as well as glomerular sclerosis was not prevented, we assume that there is not major protective effect.

The scattered analysis of organ weights in a larger population indicates that, even under standardized laboratory conditions, there are subgroups of more susceptible animals, especially in the VSMC-EGFR model. This was evident for the effect of HFD on renal weight in VSMC-EGFR-KO for the effect of EGFR-KO in VSMC on lung weight already under SFD. Assuming that the enhanced lung weight results from congestion, these data suggest a yet unrecognized importance of VSMC-EGFR for the cardiopulmonary system in a subgroup of animals. The underlying mechanisms for the difference in susceptibility as well as for the pathological lung phenotype are not known and should be investigated in more depth in future studies in order to identify potential genetic risk variants.

## Conclusions

In summary, our results show that EC-EGFR, in comparison to VSMC-EGFR, is of minor importance for basal vascular and renal function, as well as for HFD-induced functional vascular remodeling, endothelial dysfunction and renal end-organ damage. Thus, therapeutic targeting strategies aiming at vascular EGFR should put their conceptual focus on VSMC because major EC-derived effects are unlikely.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Datasets generated during and/or analysed during the current study are available in the gene expression omnibus database with the study identity GSE144838 and GSE158197. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144838) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158197). All further data generated or analysed during this study are included in this published article and its supplementary information files.

## Abbreviations

AII: Angiotensin II
DMT2: Diabetes mellitus type 2
EC: Endothelial cell
EGFR: EGF receptor
ErbB1: EGF receptor
FDR: False discovery rate
FPM: Fragments per million
GO: Gene ontology
HFD: High-fat diet
IPA: Ingenuity Pathway Analysis
KO: Knock out
PAS: Periodic acid–Schiff’s reagent
SFD: Standard- fat diet
SNAP: S-nitroso-*N*-acetyl-DL-penicillamine
TL: Tibia length
VSM: Vascular smooth muscle
VSMC: Vascular smooth muscle cell
WT: Wild-type

# Supplementary material for: Endothelial epidermal growth factor receptor is of minor importance for vascular and renal function and obesity-induced dysfunction in mice
**Source:** Sci Rep. 2021 Mar 31;11:7269. doi: 10.1038/s41598-021-86587-3
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Slide 1
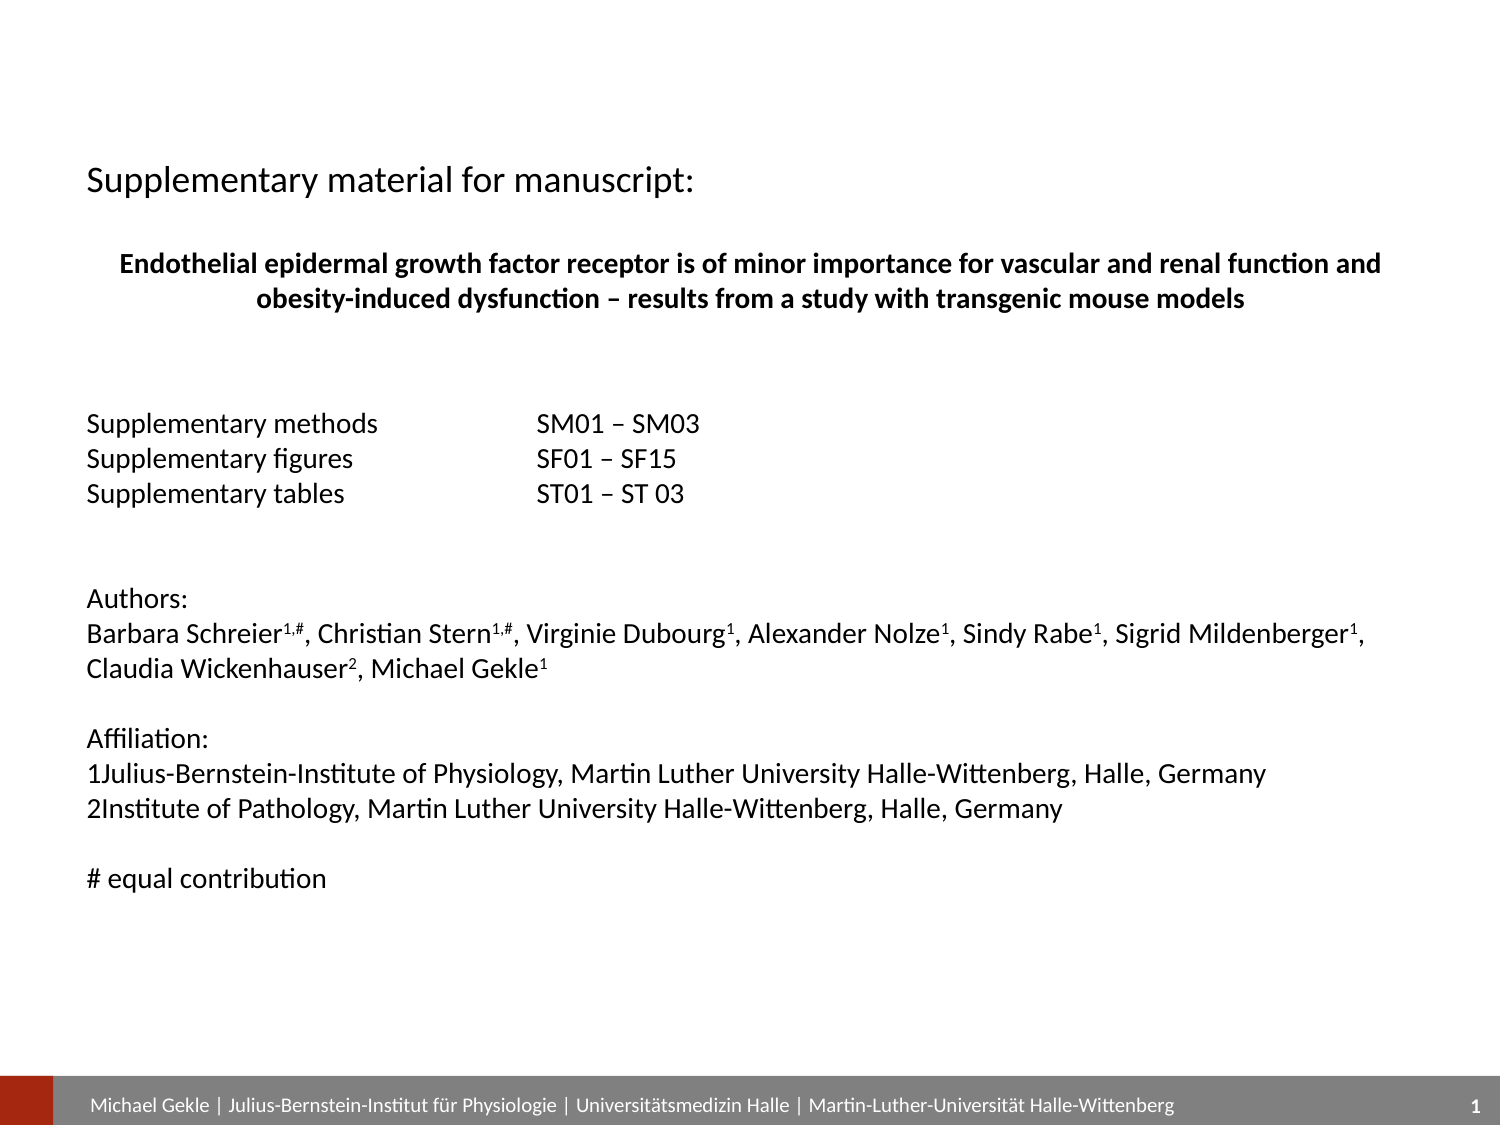

Supplementary material for manuscript:
Endothelial epidermal growth factor receptor is of minor importance for vascular and renal function and obesity-induced dysfunction – results from a study with transgenic mouse models
Supplementary methods		SM01 – SM03
Supplementary figures		SF01 – SF15
Supplementary tables		ST01 – ST 03
Authors:
Barbara Schreier1,#, Christian Stern1,#, Virginie Dubourg1, Alexander Nolze1, Sindy Rabe1, Sigrid Mildenberger1, Claudia Wickenhauser2, Michael Gekle1
# equal contribution
1

## Slide 2
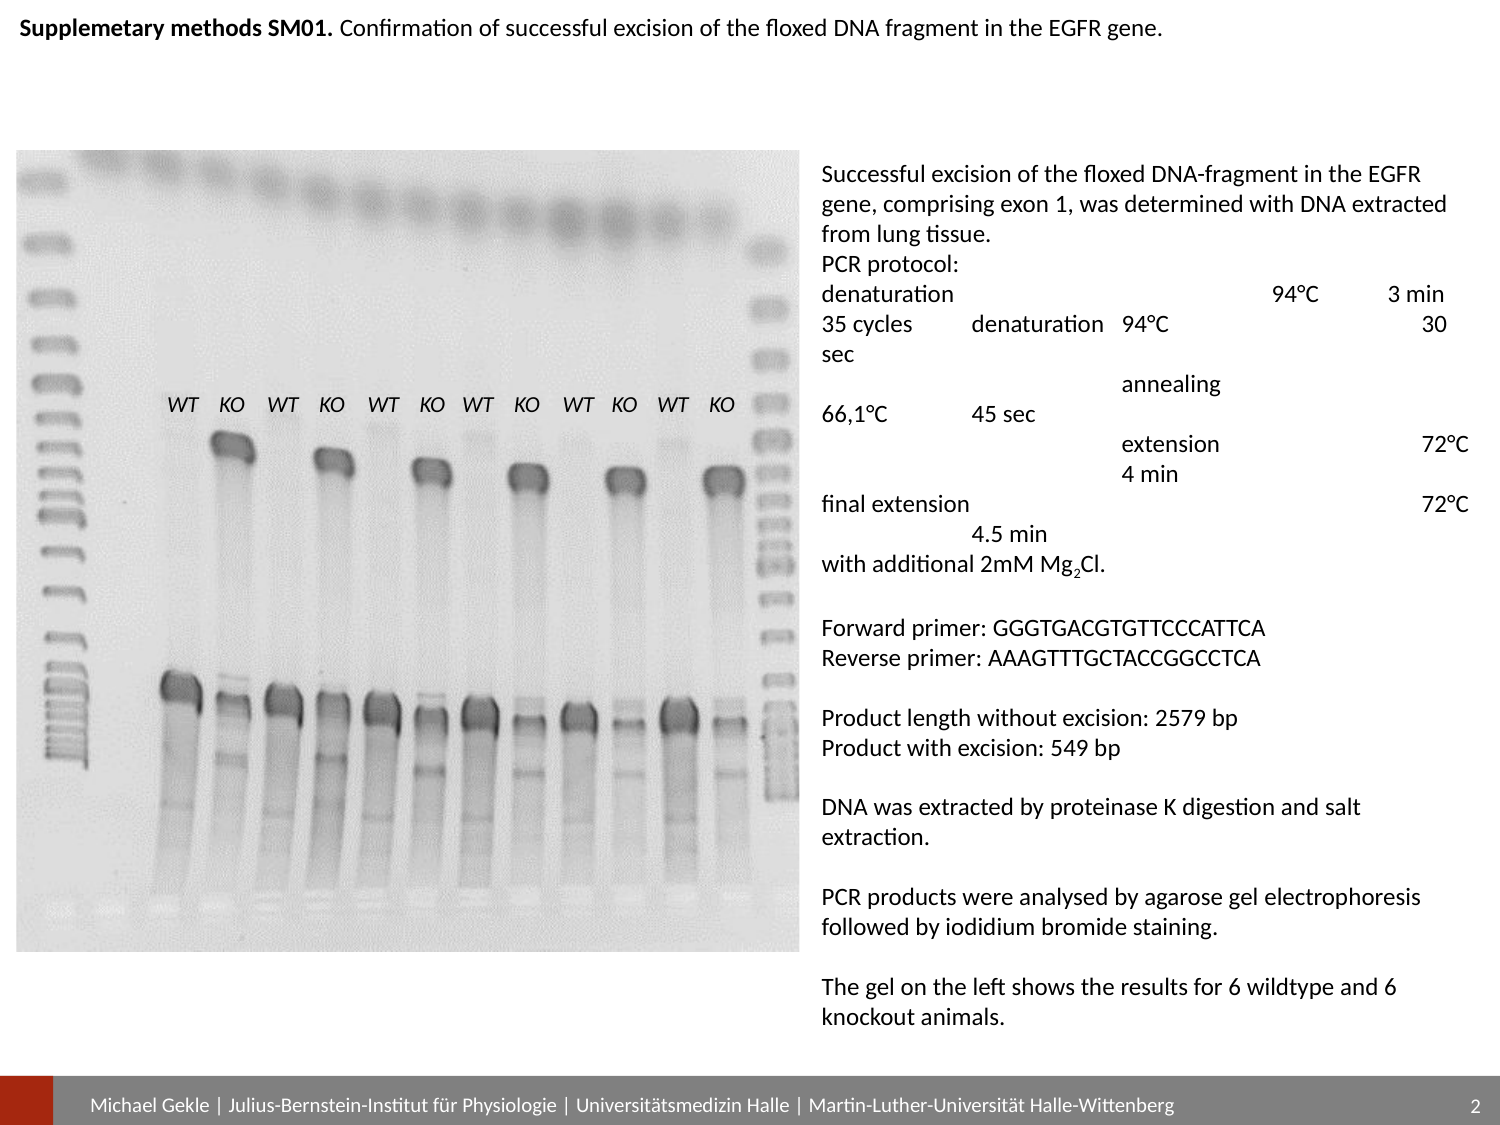

Supplemetary methods SM01. Confirmation of successful excision of the floxed DNA fragment in the EGFR gene.
WT
KO
WT
KO
WT
KO
WT
KO
WT
KO
WT
KO
Successful excision of the floxed DNA-fragment in the EGFR gene, comprising exon 1, was determined with DNA extracted from lung tissue.
PCR protocol:
denaturation			94°C 3 min
35 cycles	denaturation	94°C		30 sec
	 	annealing 		66,1°C	45 sec
	 	extension		72°C		4 min
final extension 			72°C	4.5 min
with additional 2mM Mg2Cl.
Forward primer: GGGTGACGTGTTCCCATTCA
Reverse primer: AAAGTTTGCTACCGGCCTCA
Product length without excision: 2579 bp
Product with excision: 549 bp
DNA was extracted by proteinase K digestion and salt extraction.
PCR products were analysed by agarose gel electrophoresis followed by iodidium bromide staining.
The gel on the left shows the results for 6 wildtype and 6 knockout animals.
2

## Slide 3
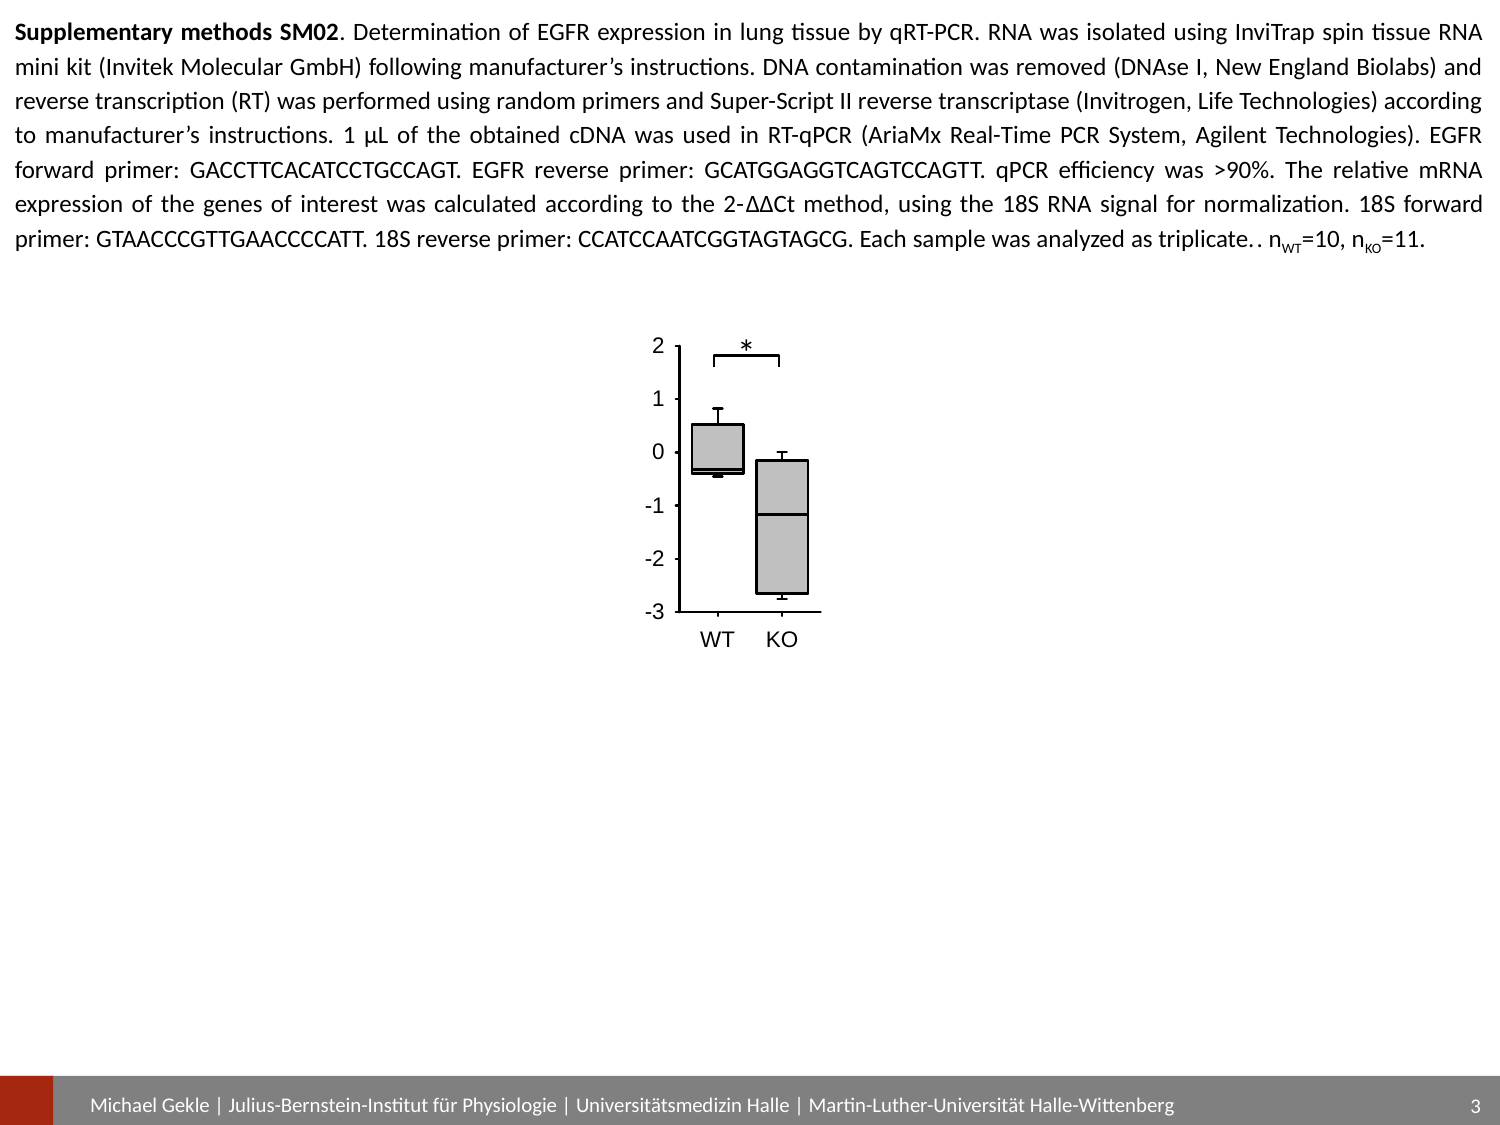

Supplementary methods SM02. Determination of EGFR expression in lung tissue by qRT-PCR. RNA was isolated using InviTrap spin tissue RNA mini kit (Invitek Molecular GmbH) following manufacturer’s instructions. DNA contamination was removed (DNAse I, New England Biolabs) and reverse transcription (RT) was performed using random primers and Super-Script II reverse transcriptase (Invitrogen, Life Technologies) according to manufacturer’s instructions. 1 µL of the obtained cDNA was used in RT-qPCR (AriaMx Real-Time PCR System, Agilent Technologies). EGFR forward primer: GACCTTCACATCCTGCCAGT. EGFR reverse primer: GCATGGAGGTCAGTCCAGTT. qPCR efficiency was >90%. The relative mRNA expression of the genes of interest was calculated according to the 2-ΔΔCt method, using the 18S RNA signal for normalization. 18S forward primer: GTAACCCGTTGAACCCCATT. 18S reverse primer: CCATCCAATCGGTAGTAGCG. Each sample was analyzed as triplicate.. nWT=10, nKO=11.
*
3

## Slide 4
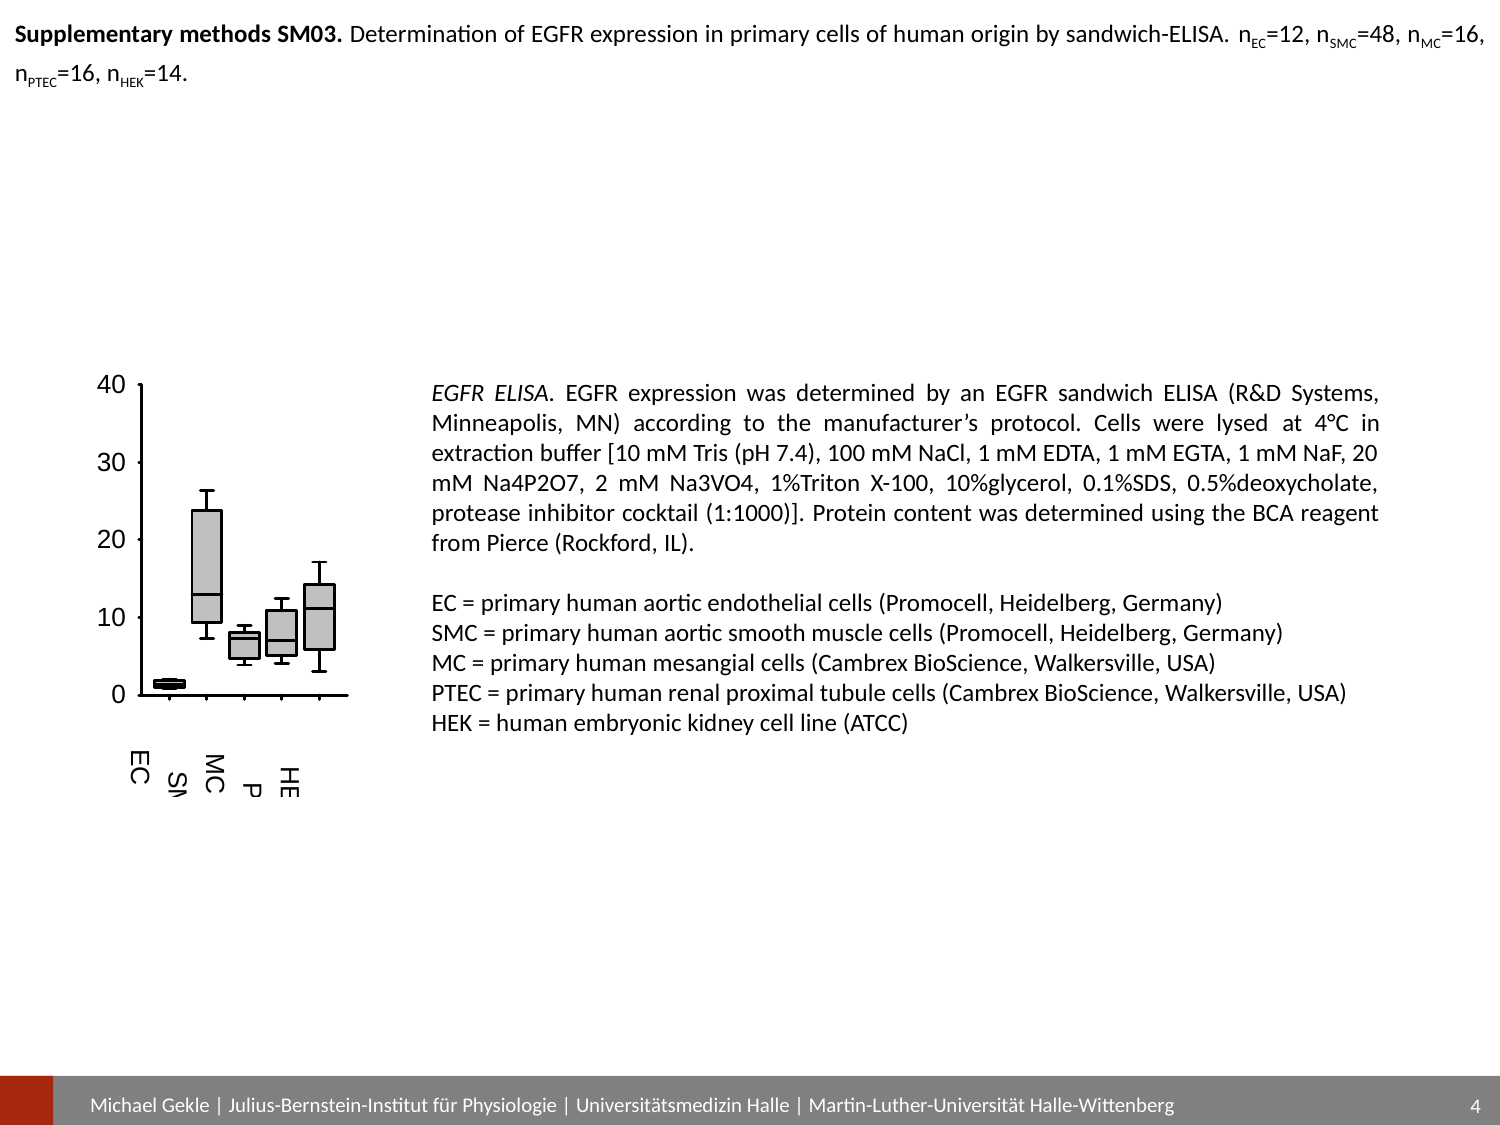

Supplementary methods SM03. Determination of EGFR expression in primary cells of human origin by sandwich-ELISA. nEC=12, nSMC=48, nMC=16, nPTEC=16, nHEK=14.
EGFR ELISA. EGFR expression was determined by an EGFR sandwich ELISA (R&D Systems, Minneapolis, MN) according to the manufacturer’s protocol. Cells were lysed at 4°C in extraction buffer [10 mM Tris (pH 7.4), 100 mM NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM NaF, 20 mM Na4P2O7, 2 mM Na3VO4, 1%Triton X-100, 10%glycerol, 0.1%SDS, 0.5%deoxycholate, protease inhibitor cocktail (1:1000)]. Protein content was determined using the BCA reagent from Pierce (Rockford, IL).
EC = primary human aortic endothelial cells (Promocell, Heidelberg, Germany)
SMC = primary human aortic smooth muscle cells (Promocell, Heidelberg, Germany)
MC = primary human mesangial cells (Cambrex BioScience, Walkersville, USA)
PTEC = primary human renal proximal tubule cells (Cambrex BioScience, Walkersville, USA)
HEK = human embryonic kidney cell line (ATCC)
4

## Slide 5
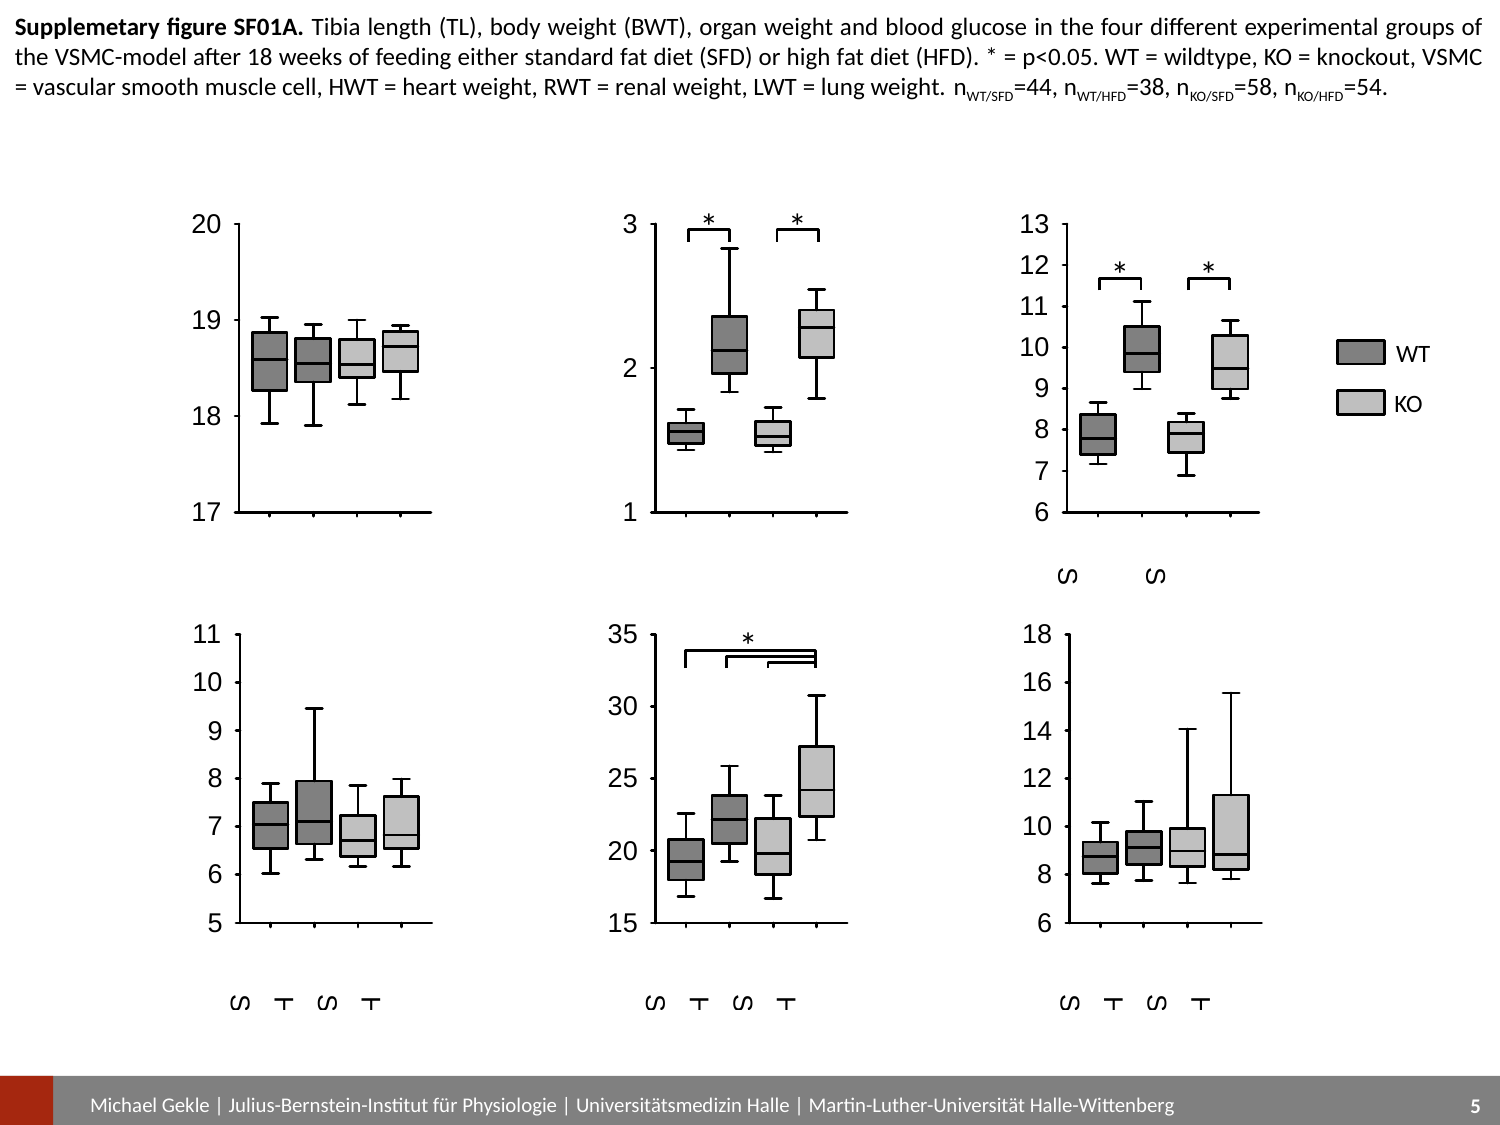

Supplemetary figure SF01A. Tibia length (TL), body weight (BWT), organ weight and blood glucose in the four different experimental groups of the VSMC-model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, VSMC = vascular smooth muscle cell, HWT = heart weight, RWT = renal weight, LWT = lung weight. nWT/SFD=44, nWT/HFD=38, nKO/SFD=58, nKO/HFD=54.
*
*
*
*
WT
KO
*
5

## Slide 6
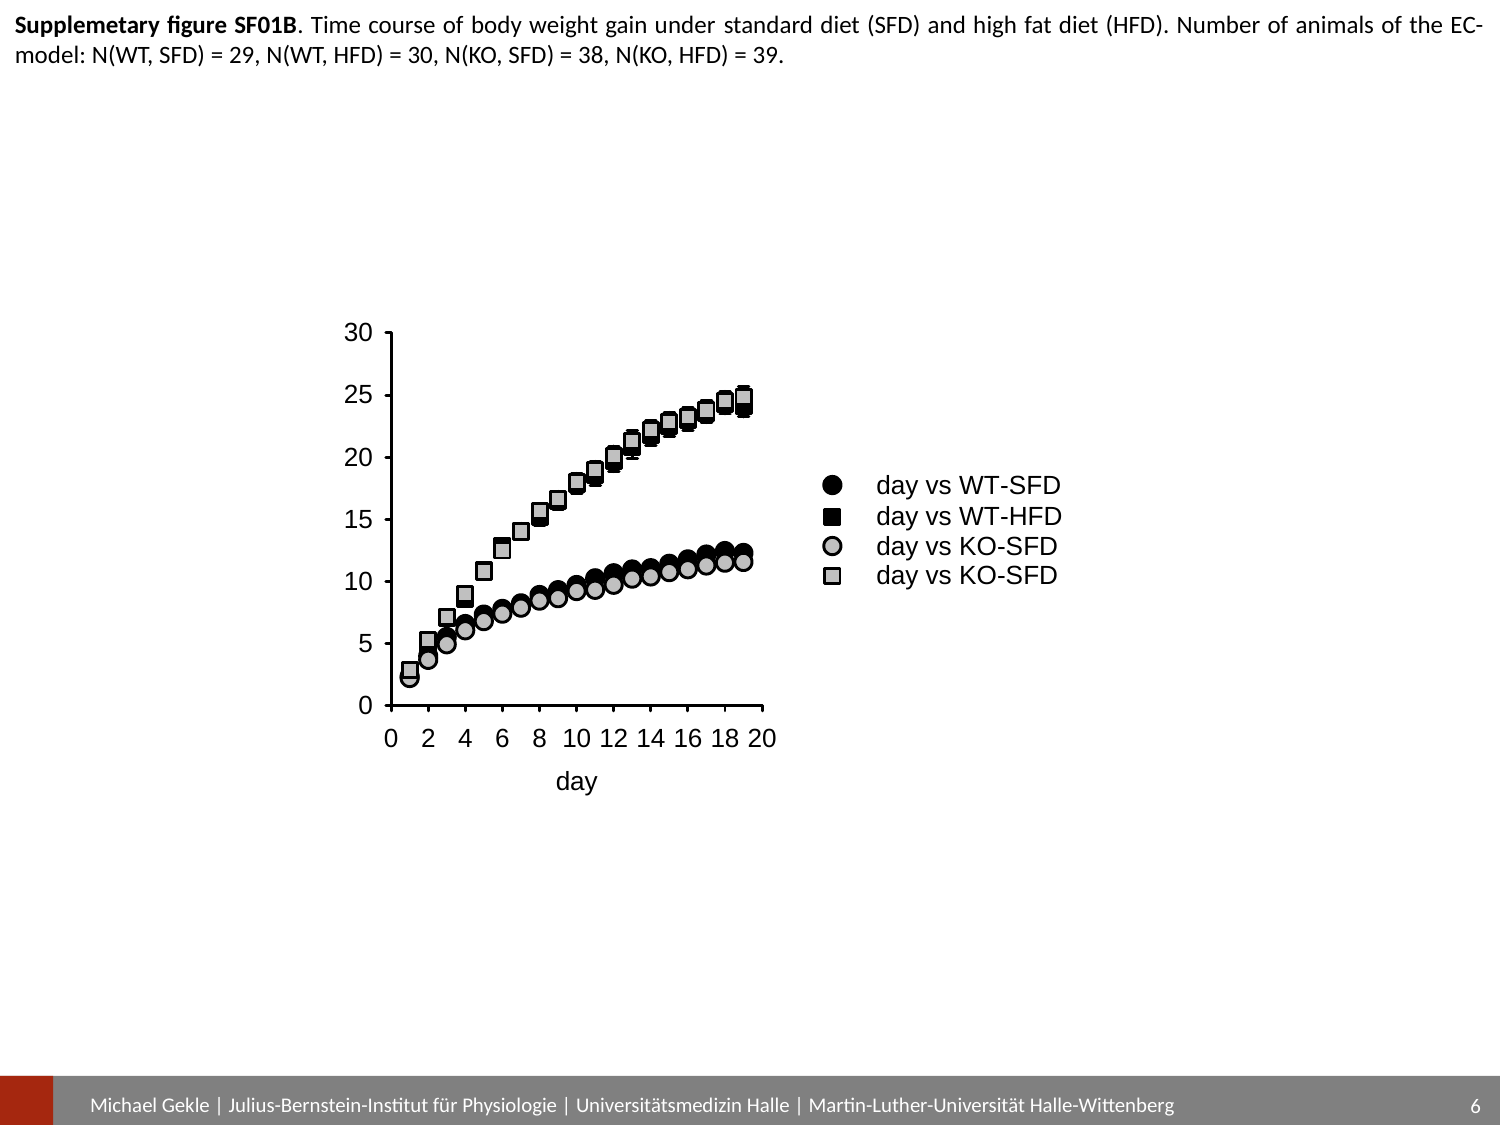

Supplemetary figure SF01B. Time course of body weight gain under standard diet (SFD) and high fat diet (HFD). Number of animals of the EC-model: N(WT, SFD) = 29, N(WT, HFD) = 30, N(KO, SFD) = 38, N(KO, HFD) = 39.
6

## Slide 7
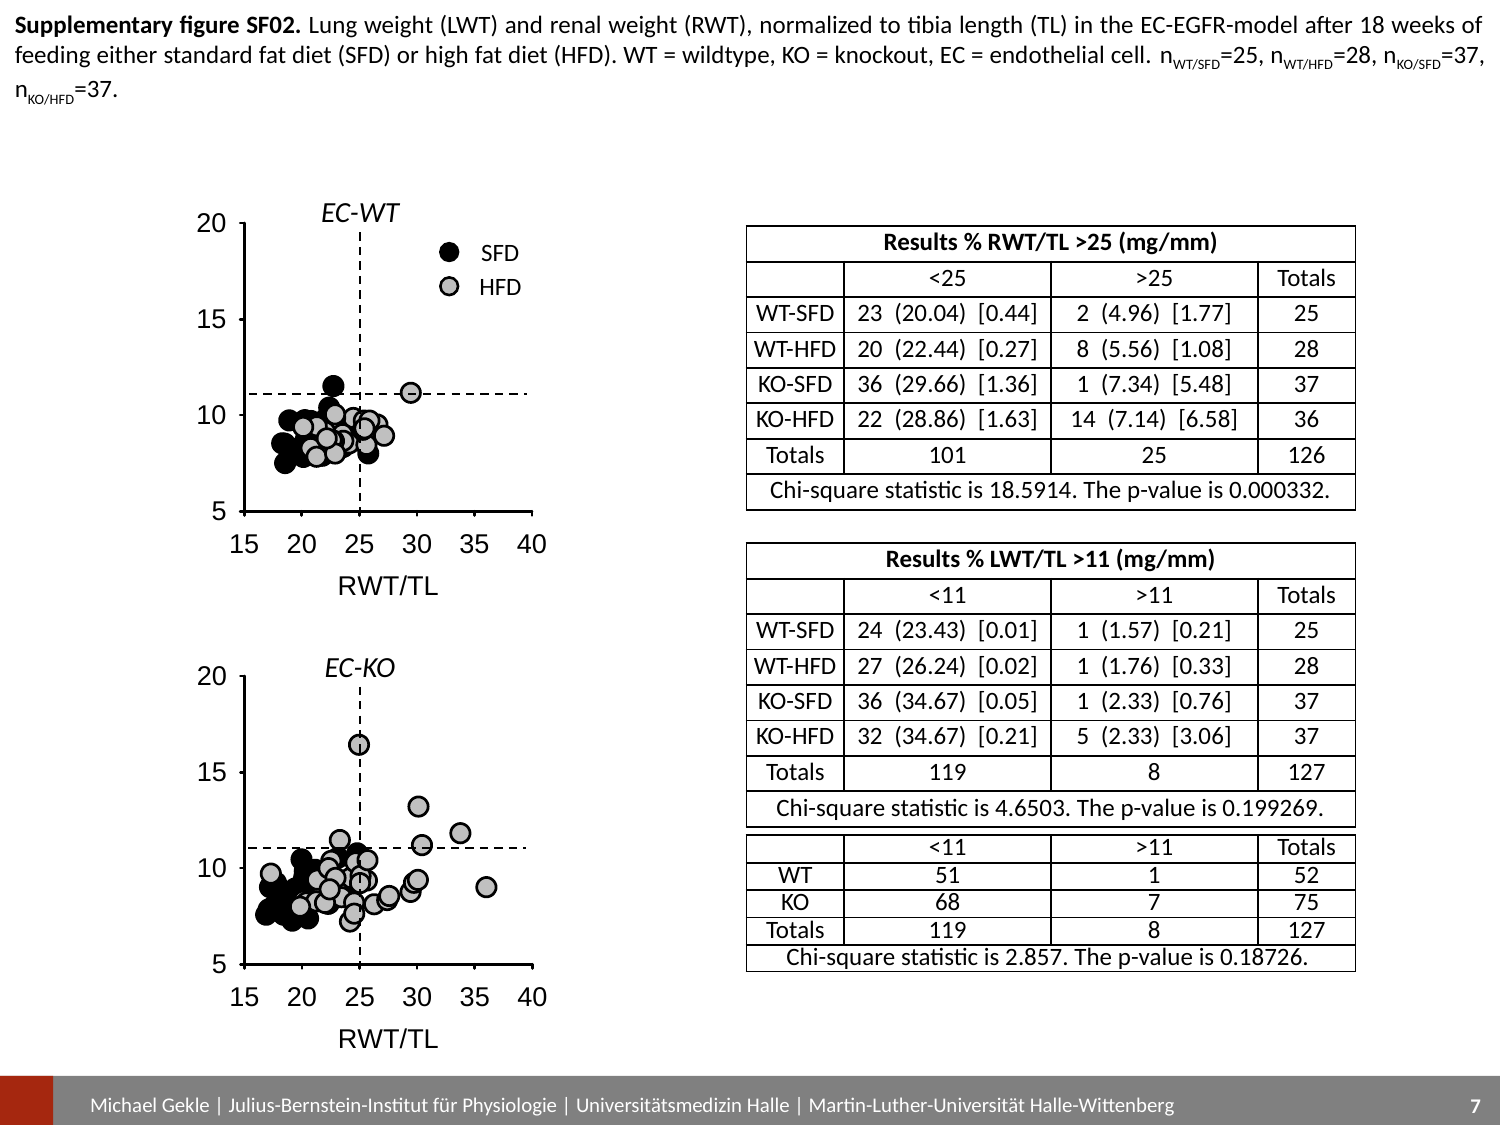

Supplementary figure SF02. Lung weight (LWT) and renal weight (RWT), normalized to tibia length (TL) in the EC-EGFR-model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout, EC = endothelial cell. nWT/SFD=25, nWT/HFD=28, nKO/SFD=37, nKO/HFD=37.
EC-WT
| Results % RWT/TL >25 (mg/mm) | | | |
| --- | --- | --- | --- |
| | <25 | >25 | Totals |
| WT-SFD | 23  (20.04)  [0.44] | 2  (4.96)  [1.77] | 25 |
| WT-HFD | 20  (22.44)  [0.27] | 8  (5.56)  [1.08] | 28 |
| KO-SFD | 36  (29.66)  [1.36] | 1  (7.34)  [5.48] | 37 |
| KO-HFD | 22  (28.86)  [1.63] | 14  (7.14)  [6.58] | 36 |
| Totals | 101 | 25 | 126 |
| Chi-square statistic is 18.5914. The p-value is 0.000332. | | | |
SFD
HFD
| Results % LWT/TL >11 (mg/mm) | | | |
| --- | --- | --- | --- |
| | <11 | >11 | Totals |
| WT-SFD | 24  (23.43)  [0.01] | 1  (1.57)  [0.21] | 25 |
| WT-HFD | 27  (26.24)  [0.02] | 1  (1.76)  [0.33] | 28 |
| KO-SFD | 36  (34.67)  [0.05] | 1  (2.33)  [0.76] | 37 |
| KO-HFD | 32  (34.67)  [0.21] | 5  (2.33)  [3.06] | 37 |
| Totals | 119 | 8 | 127 |
| Chi-square statistic is 4.6503. The p-value is 0.199269. | | | |
EC-KO
| | <11 | >11 | Totals |
| --- | --- | --- | --- |
| WT | 51 | 1 | 52 |
| KO | 68 | 7 | 75 |
| Totals | 119 | 8 | 127 |
| Chi-square statistic is 2.857. The p-value is 0.18726. | | | |
7

## Slide 8
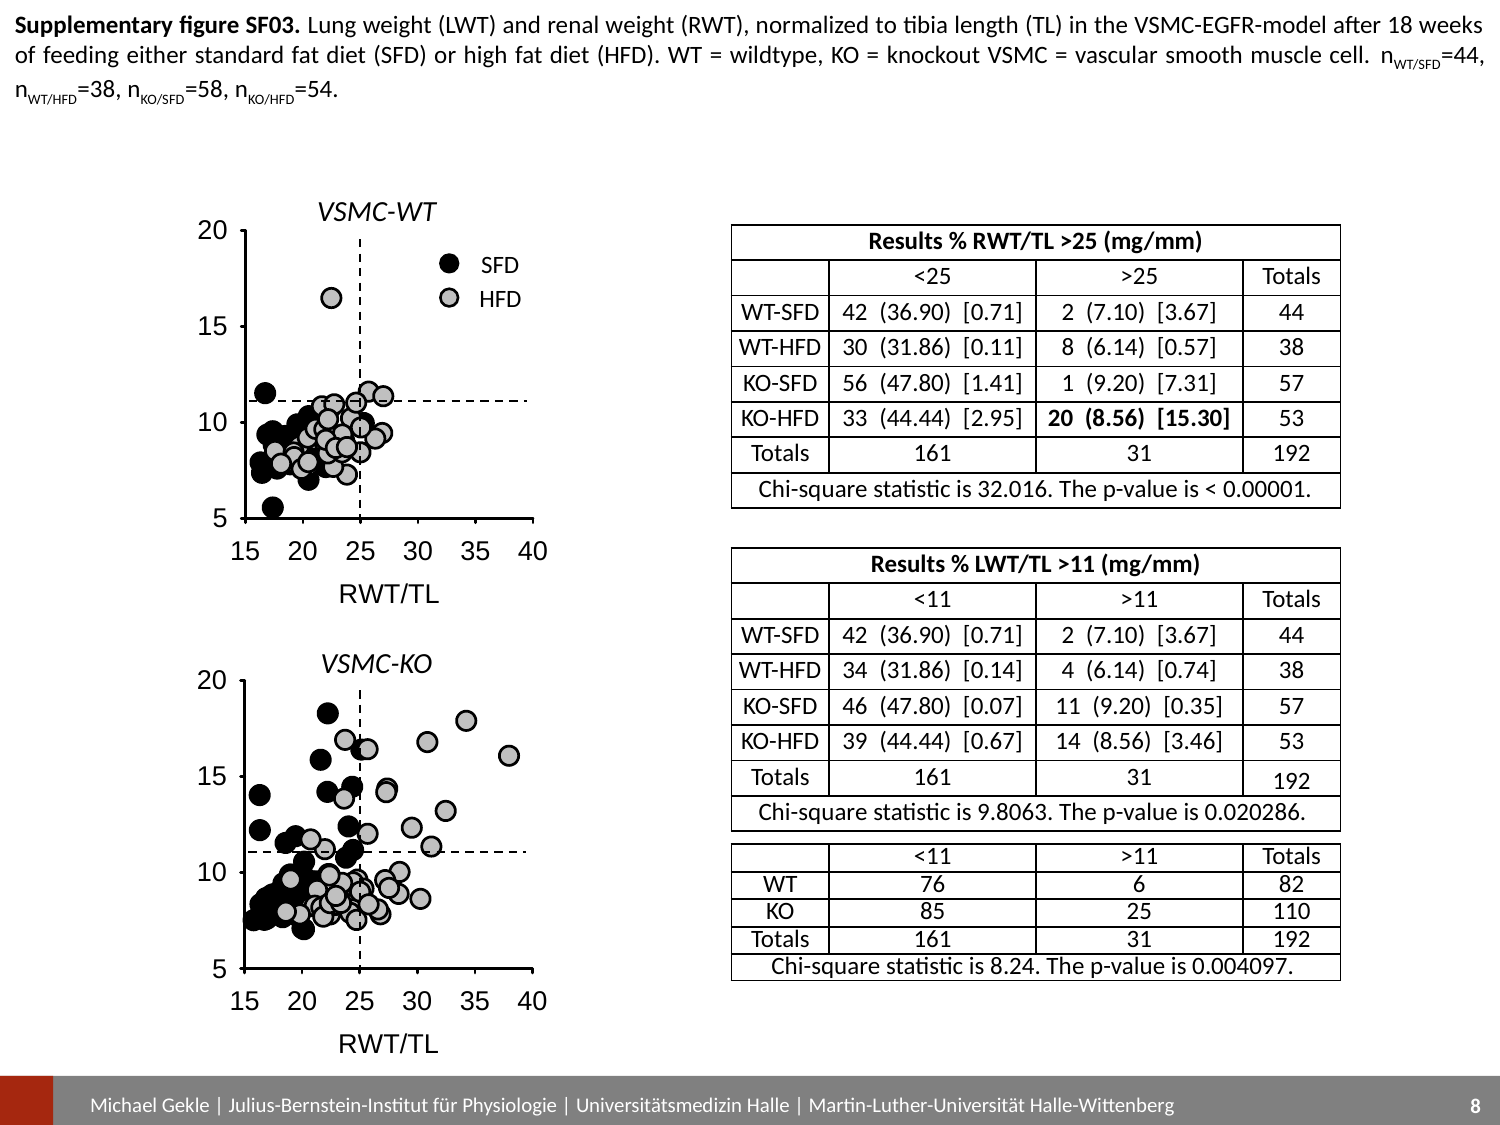

Supplementary figure SF03. Lung weight (LWT) and renal weight (RWT), normalized to tibia length (TL) in the VSMC-EGFR-model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout VSMC = vascular smooth muscle cell. nWT/SFD=44, nWT/HFD=38, nKO/SFD=58, nKO/HFD=54.
VSMC-WT
| Results % RWT/TL >25 (mg/mm) | | | |
| --- | --- | --- | --- |
| | <25 | >25 | Totals |
| WT-SFD | 42  (36.90)  [0.71] | 2  (7.10)  [3.67] | 44 |
| WT-HFD | 30  (31.86)  [0.11] | 8  (6.14)  [0.57] | 38 |
| KO-SFD | 56  (47.80)  [1.41] | 1  (9.20)  [7.31] | 57 |
| KO-HFD | 33  (44.44)  [2.95] | 20  (8.56)  [15.30] | 53 |
| Totals | 161 | 31 | 192 |
| Chi-square statistic is 32.016. The p-value is < 0.00001. | | | |
SFD
HFD
| Results % LWT/TL >11 (mg/mm) | | | |
| --- | --- | --- | --- |
| | <11 | >11 | Totals |
| WT-SFD | 42  (36.90)  [0.71] | 2  (7.10)  [3.67] | 44 |
| WT-HFD | 34  (31.86)  [0.14] | 4  (6.14)  [0.74] | 38 |
| KO-SFD | 46  (47.80)  [0.07] | 11  (9.20)  [0.35] | 57 |
| KO-HFD | 39  (44.44)  [0.67] | 14  (8.56)  [3.46] | 53 |
| Totals | 161 | 31 | 192 |
| Chi-square statistic is 9.8063. The p-value is 0.020286. | | | |
VSMC-KO
| | <11 | >11 | Totals |
| --- | --- | --- | --- |
| WT | 76 | 6 | 82 |
| KO | 85 | 25 | 110 |
| Totals | 161 | 31 | 192 |
| Chi-square statistic is 8.24. The p-value is 0.004097. | | | |
8

## Slide 9
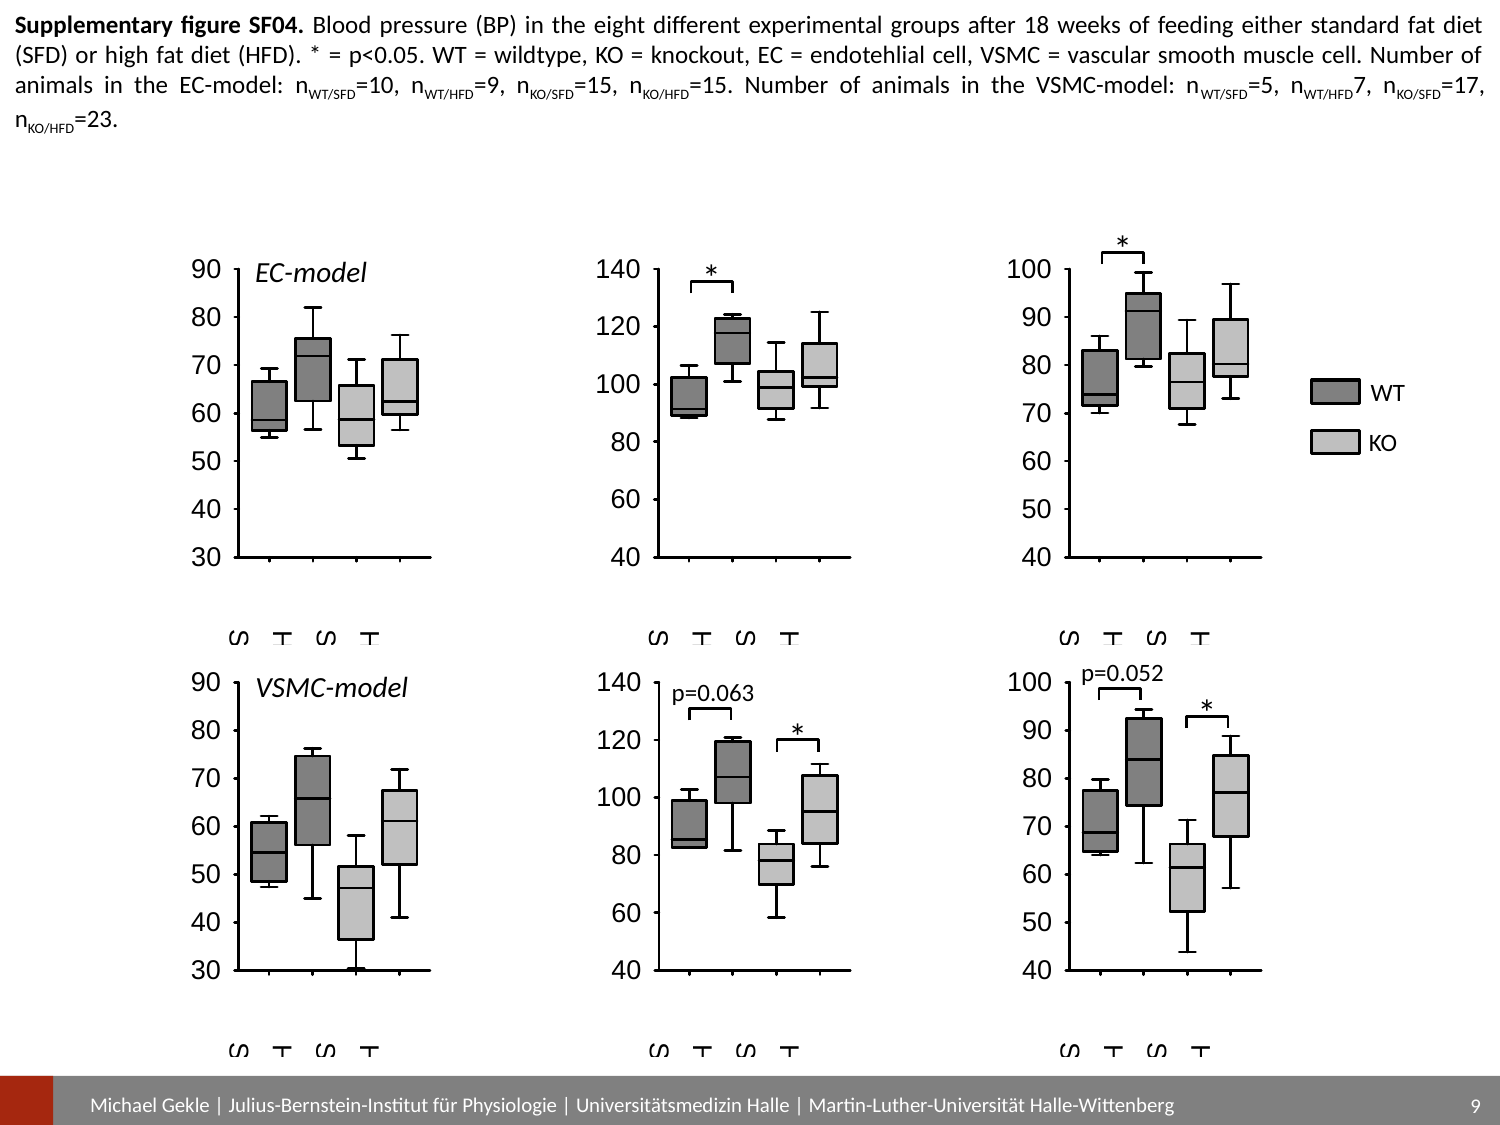

Supplementary figure SF04. Blood pressure (BP) in the eight different experimental groups after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, EC = endotehlial cell, VSMC = vascular smooth muscle cell. Number of animals in the EC-model: nWT/SFD=10, nWT/HFD=9, nKO/SFD=15, nKO/HFD=15. Number of animals in the VSMC-model: nWT/SFD=5, nWT/HFD7, nKO/SFD=17, nKO/HFD=23.
*
EC-model
*
WT
KO
p=0.052
VSMC-model
p=0.063
*
*
9

## Slide 10
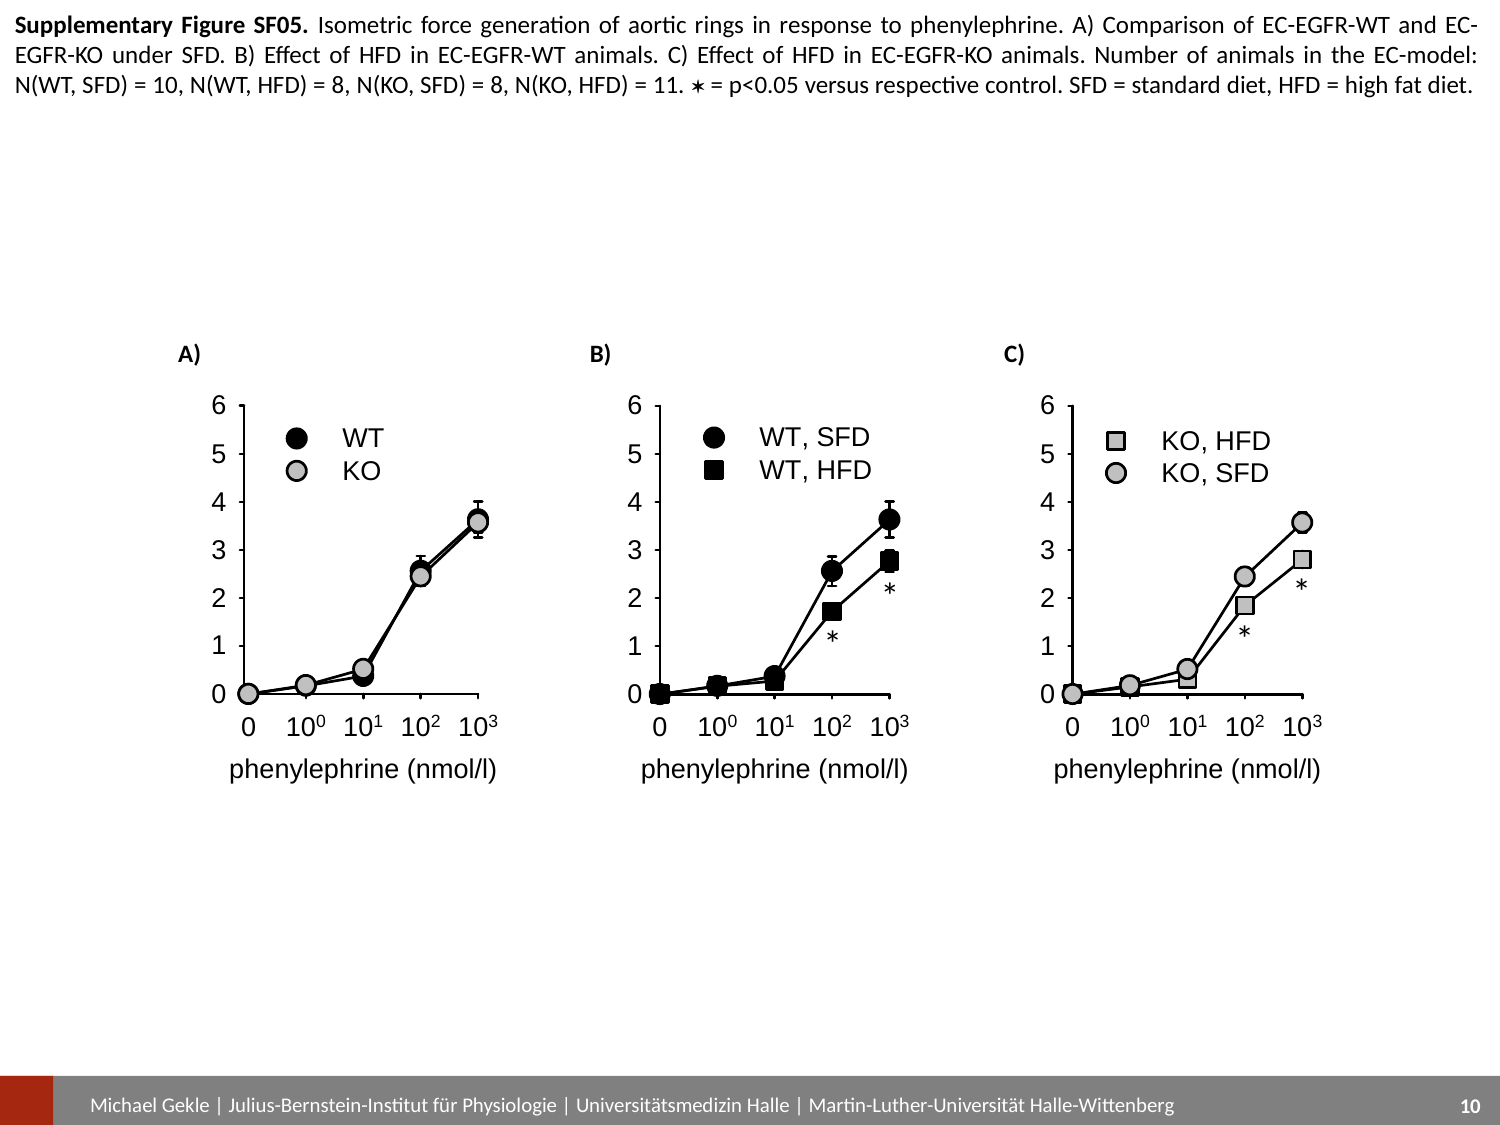

Supplementary Figure SF05. Isometric force generation of aortic rings in response to phenylephrine. A) Comparison of EC-EGFR-WT and EC-EGFR-KO under SFD. B) Effect of HFD in EC-EGFR-WT animals. C) Effect of HFD in EC-EGFR-KO animals. Number of animals in the EC-model: N(WT, SFD) = 10, N(WT, HFD) = 8, N(KO, SFD) = 8, N(KO, HFD) = 11.  = p<0.05 versus respective control. SFD = standard diet, HFD = high fat diet.
A)
B)
C)
*
*
*
*
10

## Slide 11
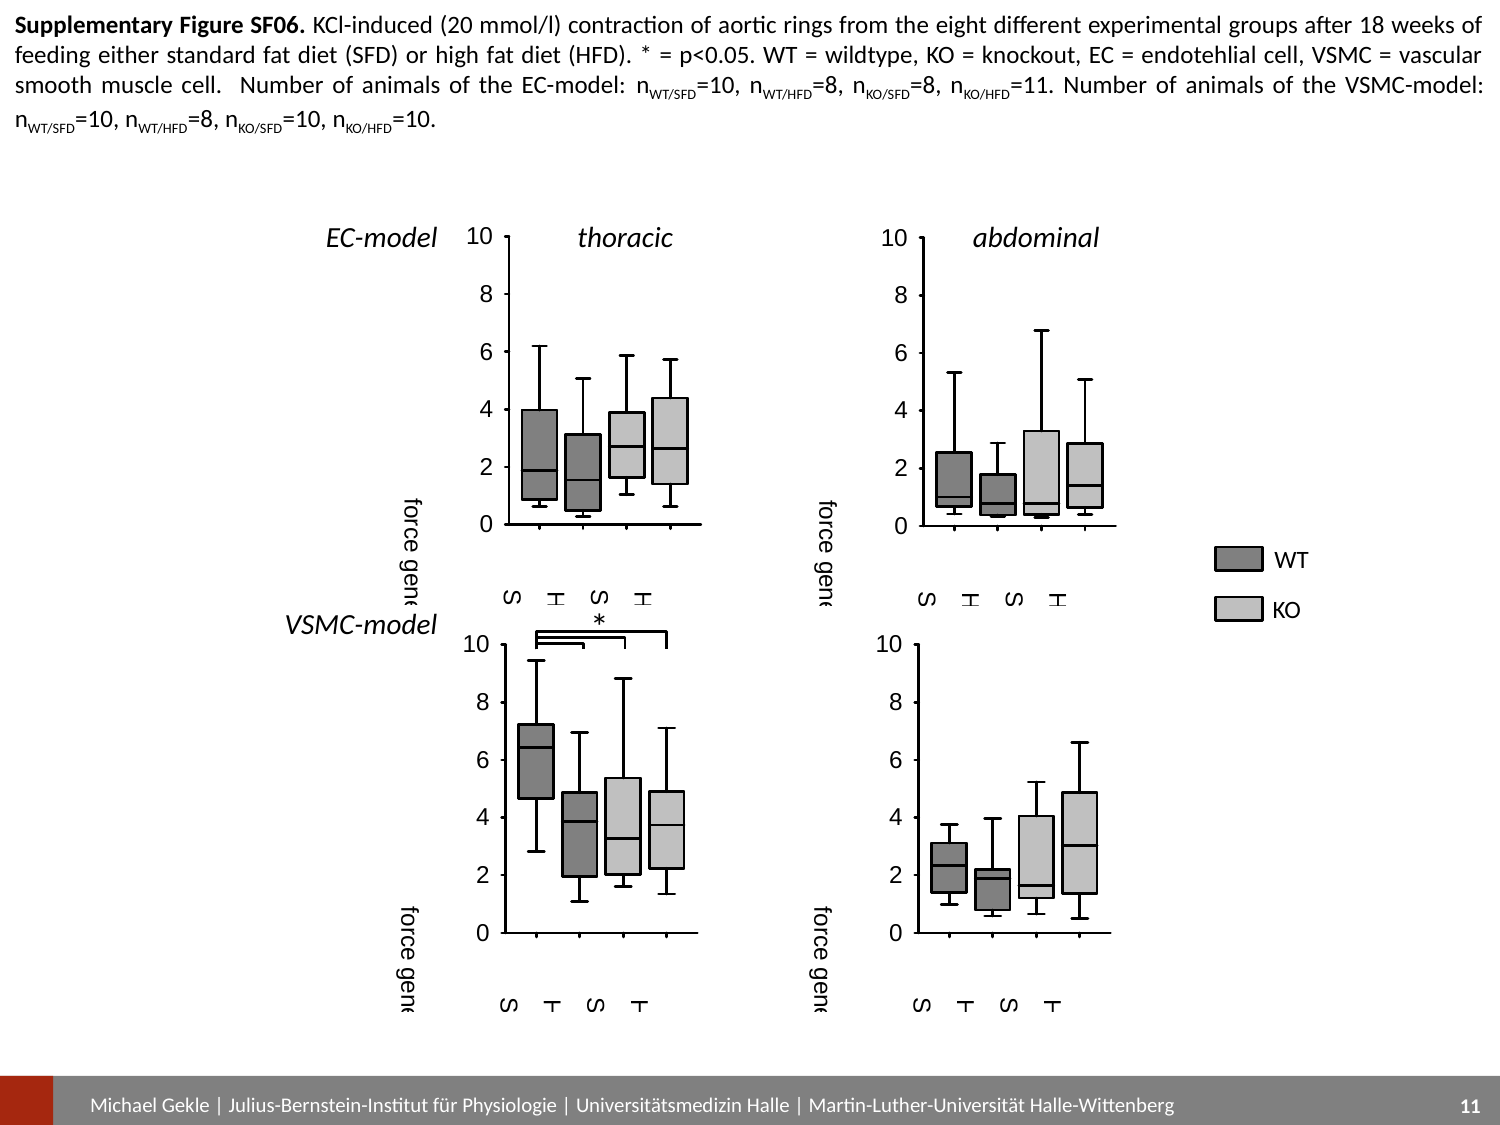

Supplementary Figure SF06. KCl-induced (20 mmol/l) contraction of aortic rings from the eight different experimental groups after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, EC = endotehlial cell, VSMC = vascular smooth muscle cell. Number of animals of the EC-model: nWT/SFD=10, nWT/HFD=8, nKO/SFD=8, nKO/HFD=11. Number of animals of the VSMC-model: nWT/SFD=10, nWT/HFD=8, nKO/SFD=10, nKO/HFD=10.
EC-model
thoracic
abdominal
WT
KO
*
VSMC-model
11

## Slide 12
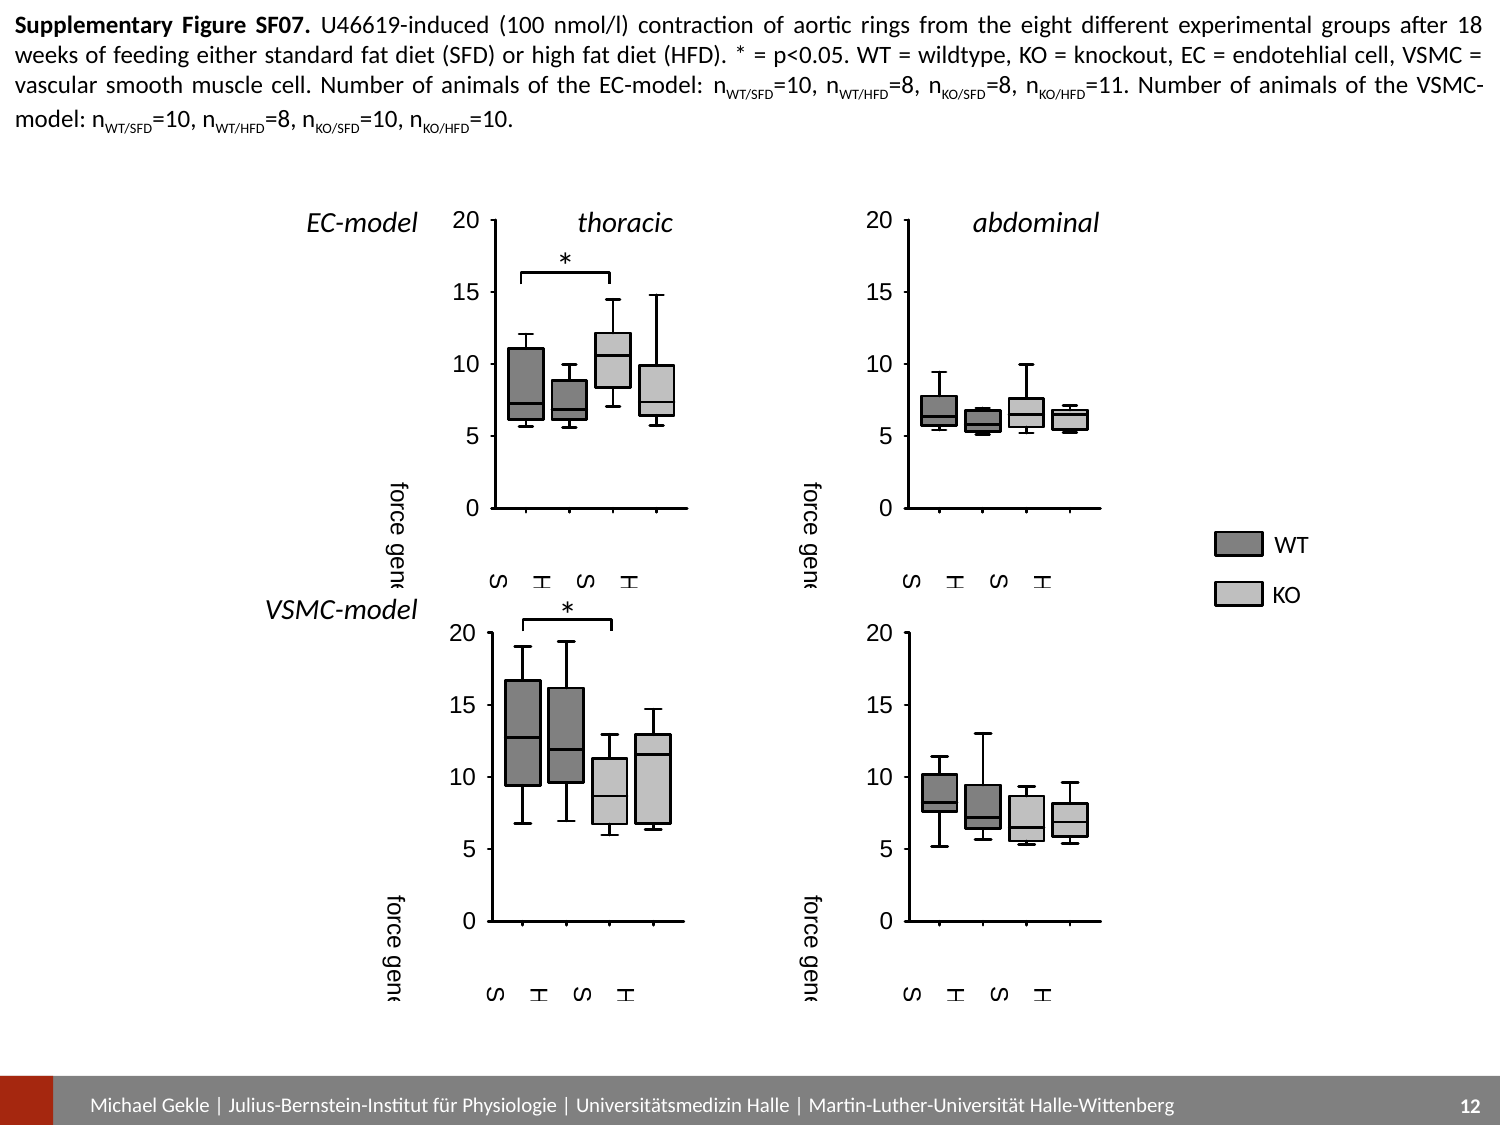

Supplementary Figure SF07. U46619-induced (100 nmol/l) contraction of aortic rings from the eight different experimental groups after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, EC = endotehlial cell, VSMC = vascular smooth muscle cell. Number of animals of the EC-model: nWT/SFD=10, nWT/HFD=8, nKO/SFD=8, nKO/HFD=11. Number of animals of the VSMC-model: nWT/SFD=10, nWT/HFD=8, nKO/SFD=10, nKO/HFD=10.
EC-model
thoracic
abdominal
*
WT
KO
VSMC-model
*
12

## Slide 13
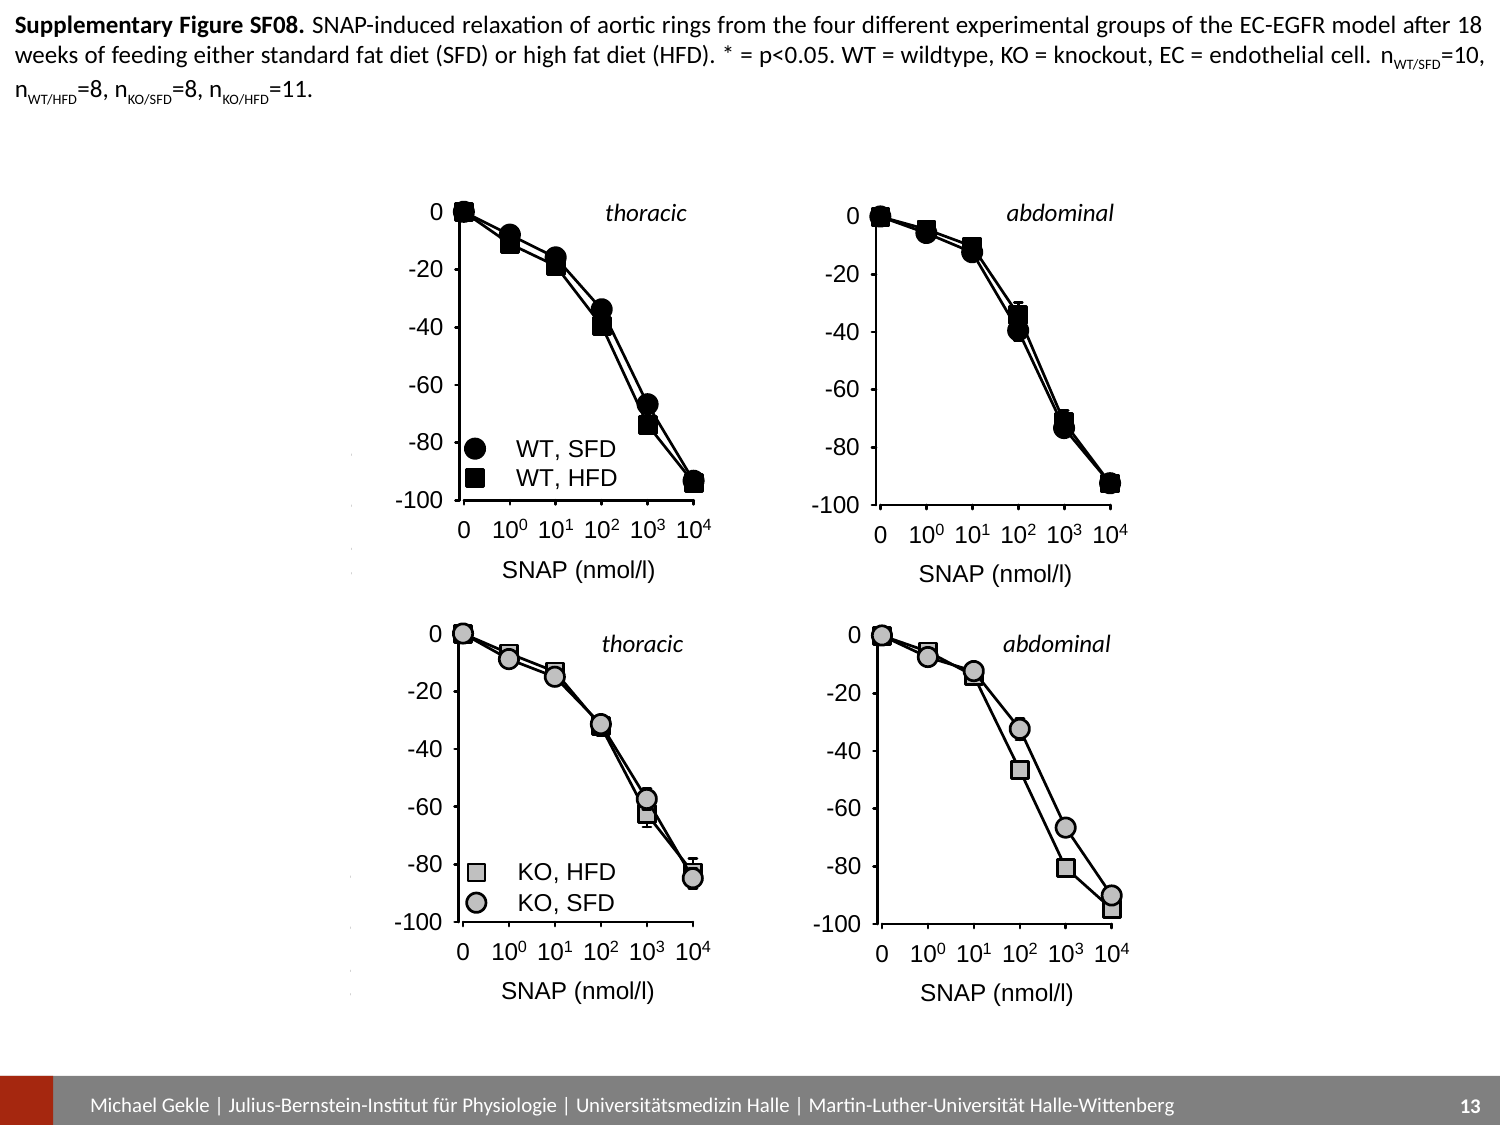

Supplementary Figure SF08. SNAP-induced relaxation of aortic rings from the four different experimental groups of the EC-EGFR model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, EC = endothelial cell. nWT/SFD=10, nWT/HFD=8, nKO/SFD=8, nKO/HFD=11.
thoracic
abdominal
thoracic
abdominal
13

## Slide 14
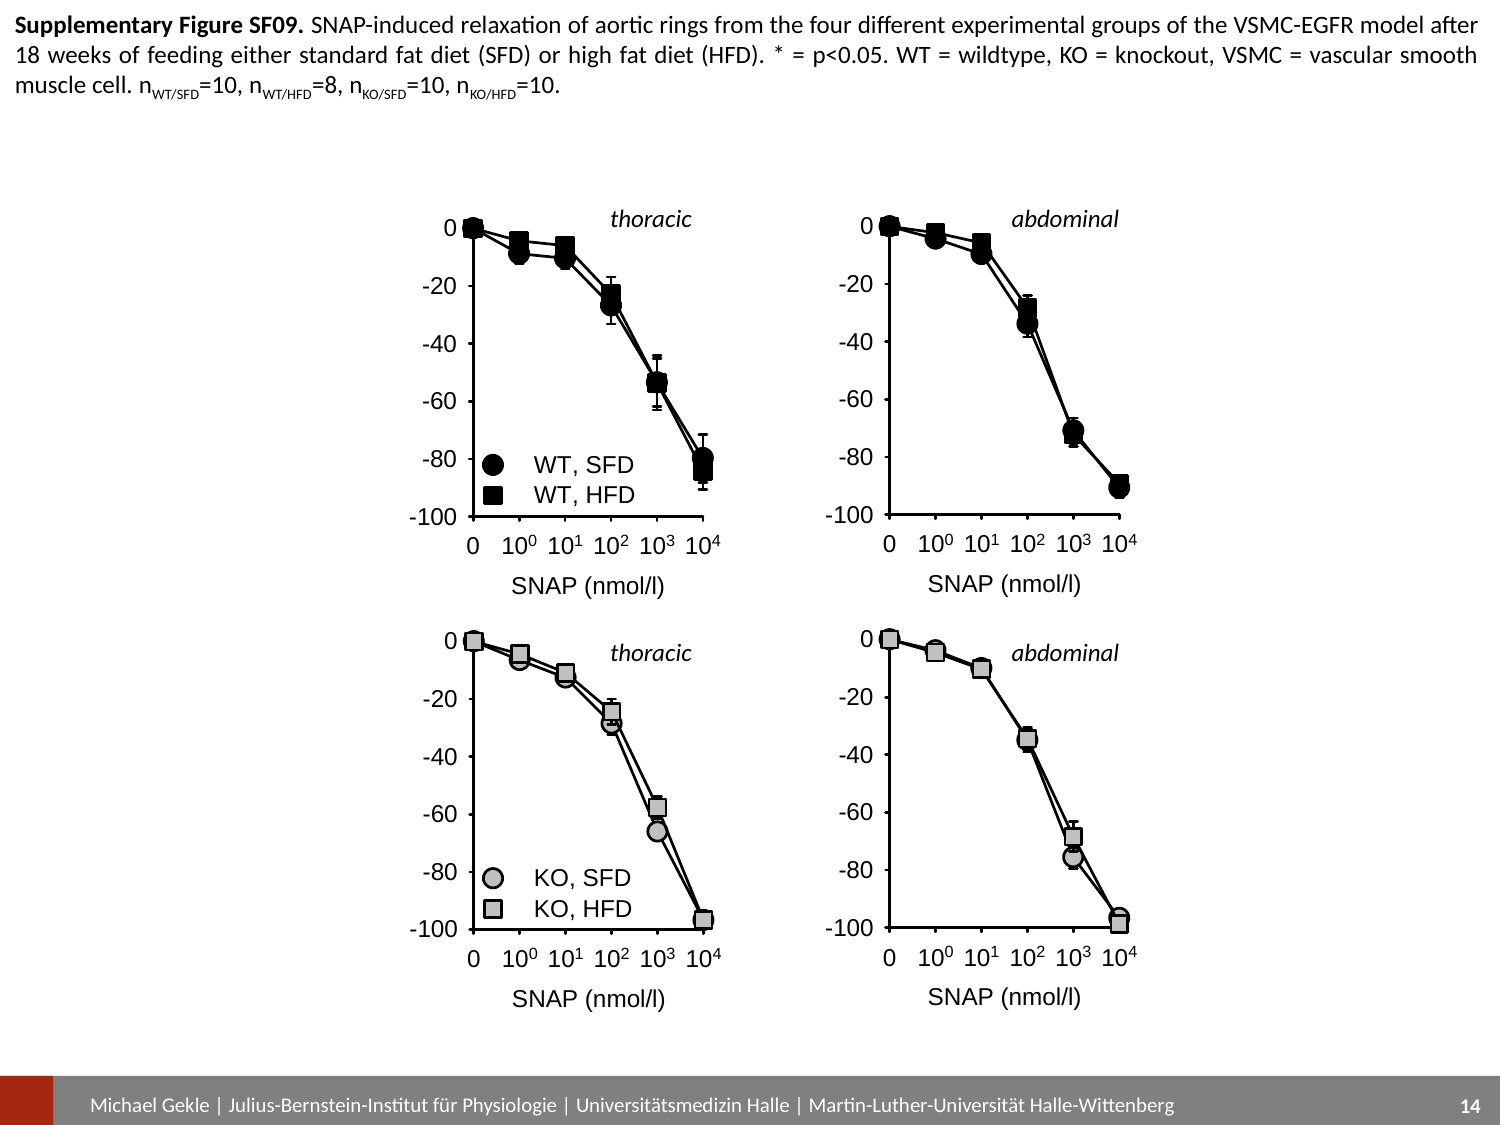

Supplementary Figure SF09. SNAP-induced relaxation of aortic rings from the four different experimental groups of the VSMC-EGFR model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). * = p<0.05. WT = wildtype, KO = knockout, VSMC = vascular smooth muscle cell. nWT/SFD=10, nWT/HFD=8, nKO/SFD=10, nKO/HFD=10.
thoracic
abdominal
thoracic
abdominal
14

## Slide 15
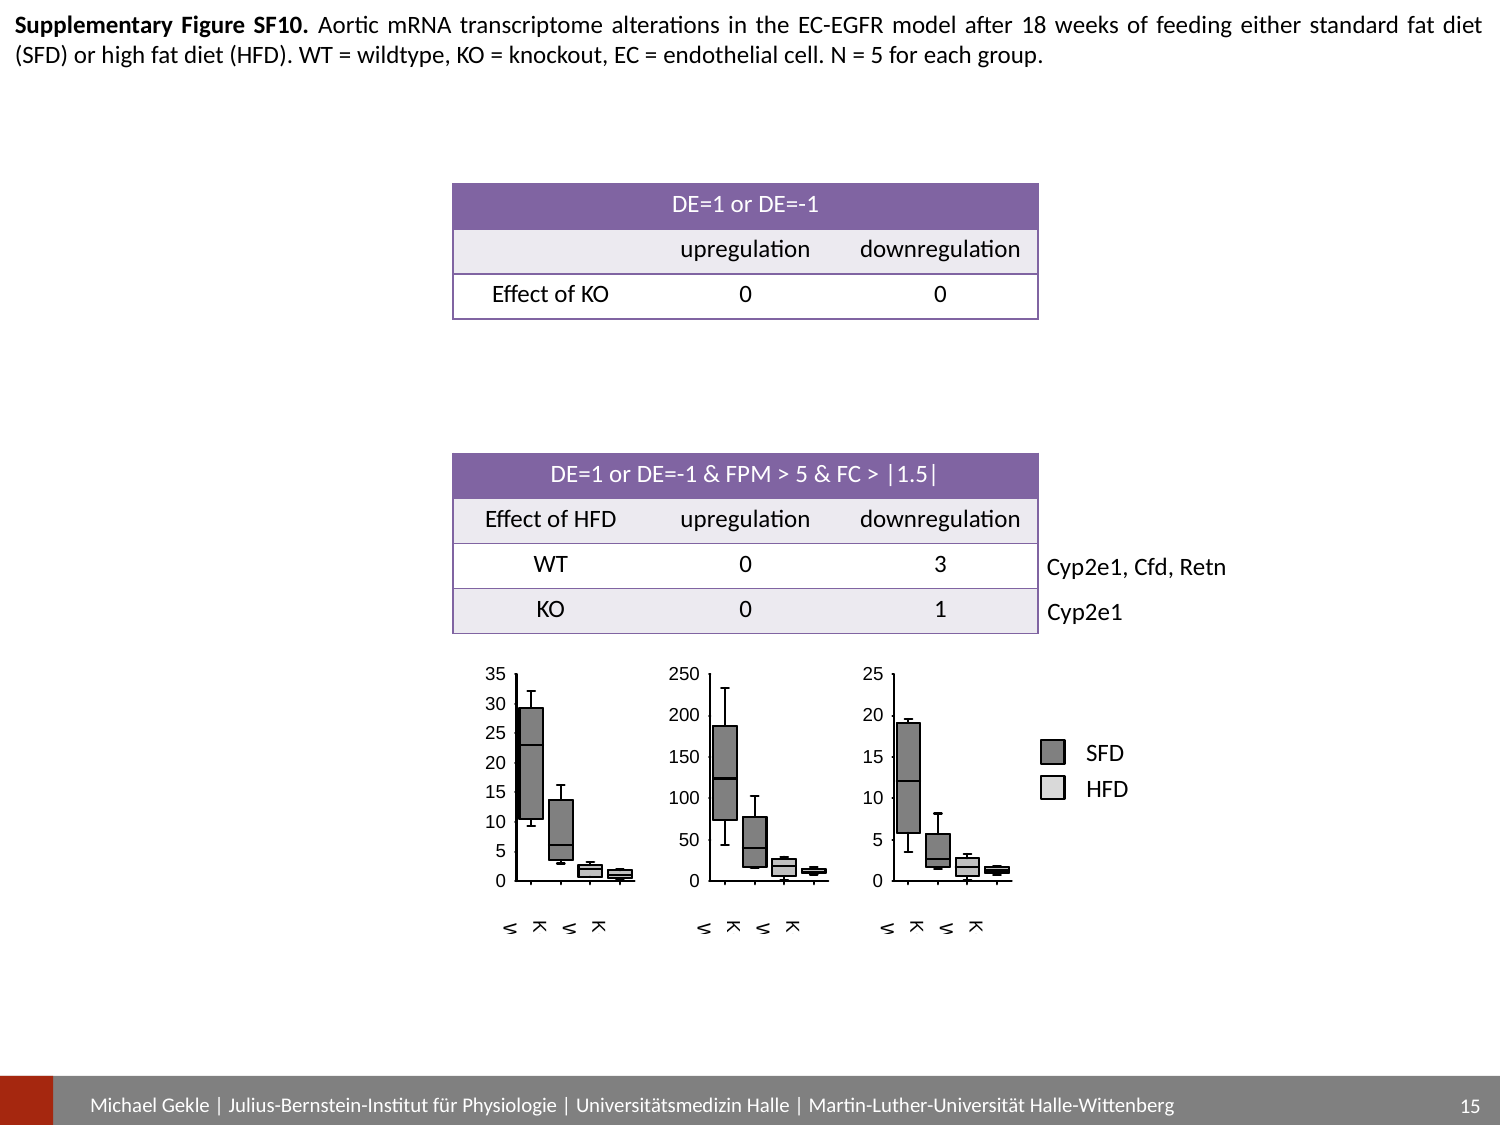

Supplementary Figure SF10. Aortic mRNA transcriptome alterations in the EC-EGFR model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout, EC = endothelial cell. N = 5 for each group.
| DE=1 or DE=-1 | | |
| --- | --- | --- |
| | upregulation | downregulation |
| Effect of KO | 0 | 0 |
| DE=1 or DE=-1 & FPM > 5 & FC > |1.5| | | |
| --- | --- | --- |
| Effect of HFD | upregulation | downregulation |
| WT | 0 | 3 |
| KO | 0 | 1 |
Cyp2e1, Cfd, Retn
Cyp2e1
SFD
HFD
15

## Slide 16
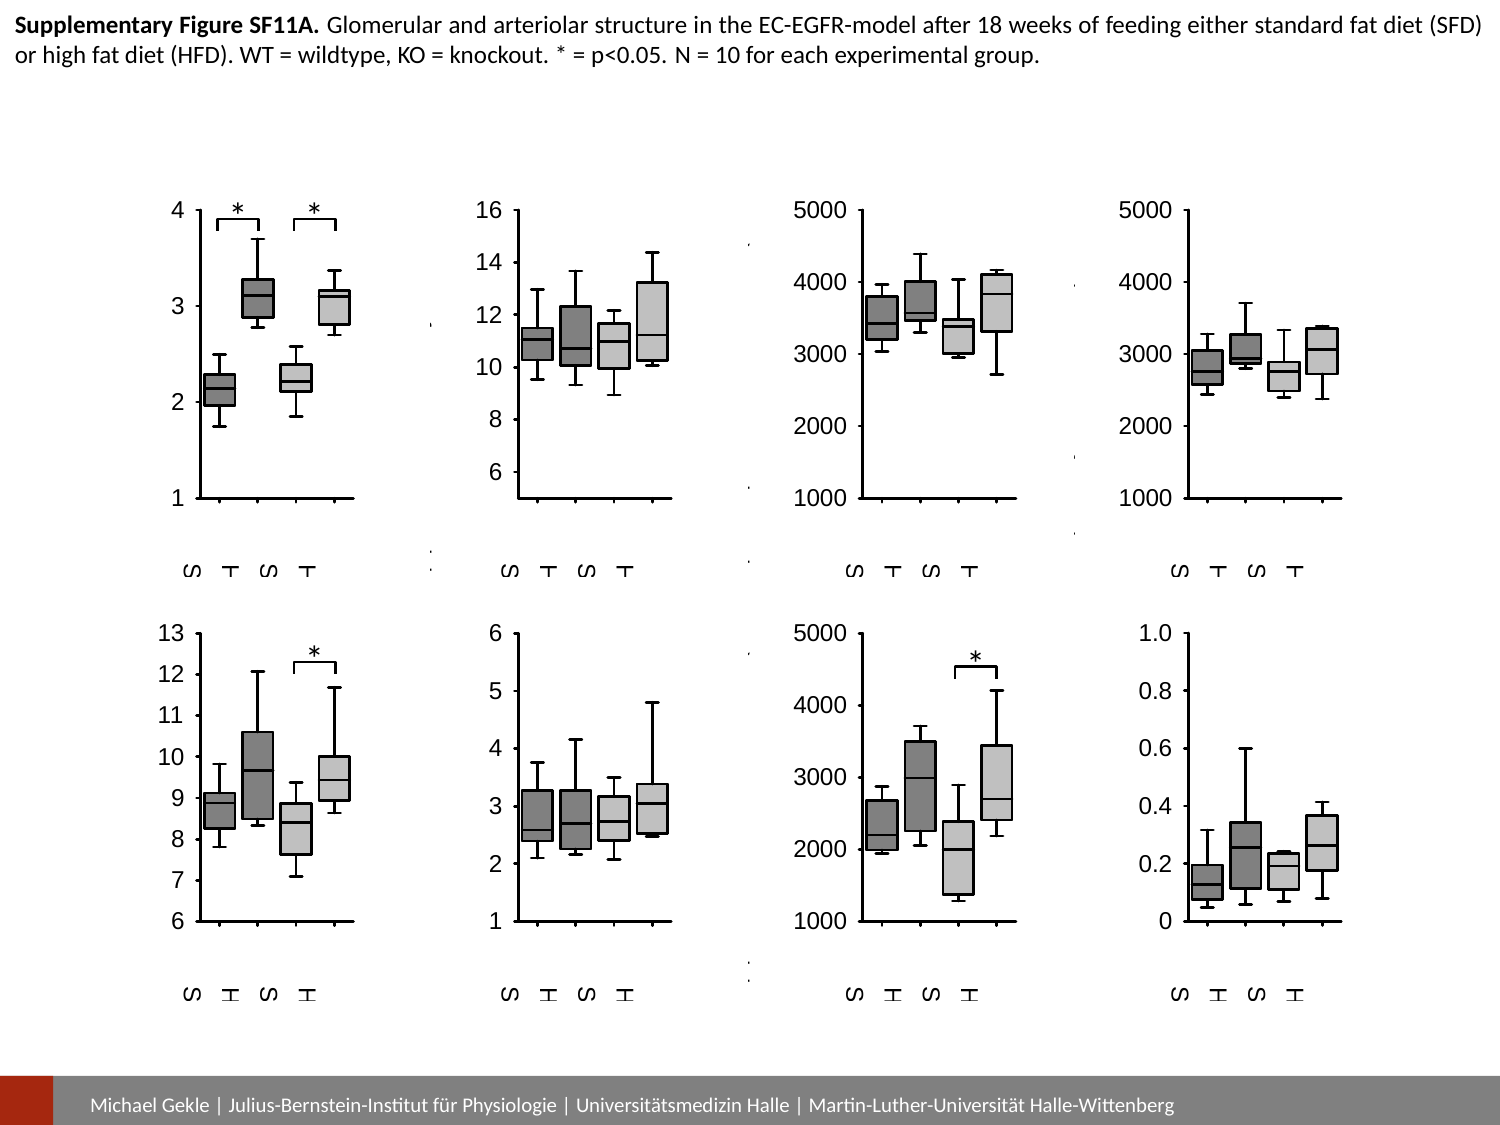

Supplementary Figure SF11A. Glomerular and arteriolar structure in the EC-EGFR-model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout. * = p<0.05. N = 10 for each experimental group.
*
*
*
*

## Slide 17
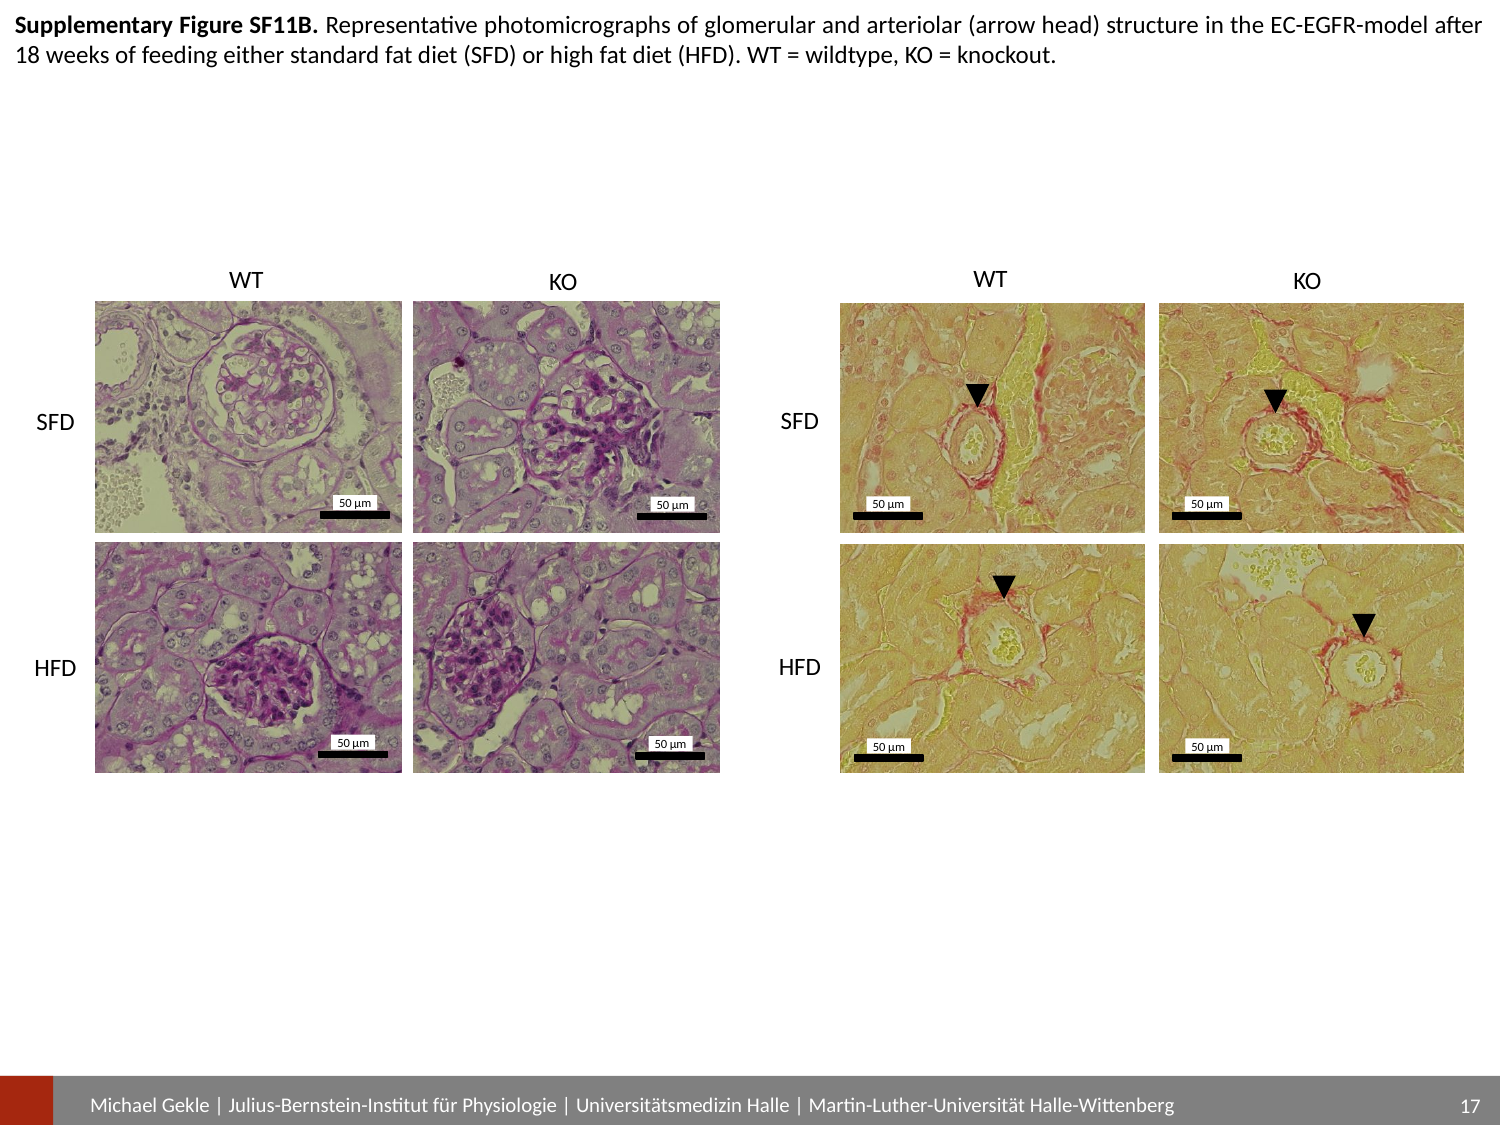

Supplementary Figure SF11B. Representative photomicrographs of glomerular and arteriolar (arrow head) structure in the EC-EGFR-model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout.
WT
WT
KO
KO
SFD
SFD
50 µm
50 µm
50 µm
50 µm
HFD
HFD
50 µm
50 µm
50 µm
50 µm
17

## Slide 18
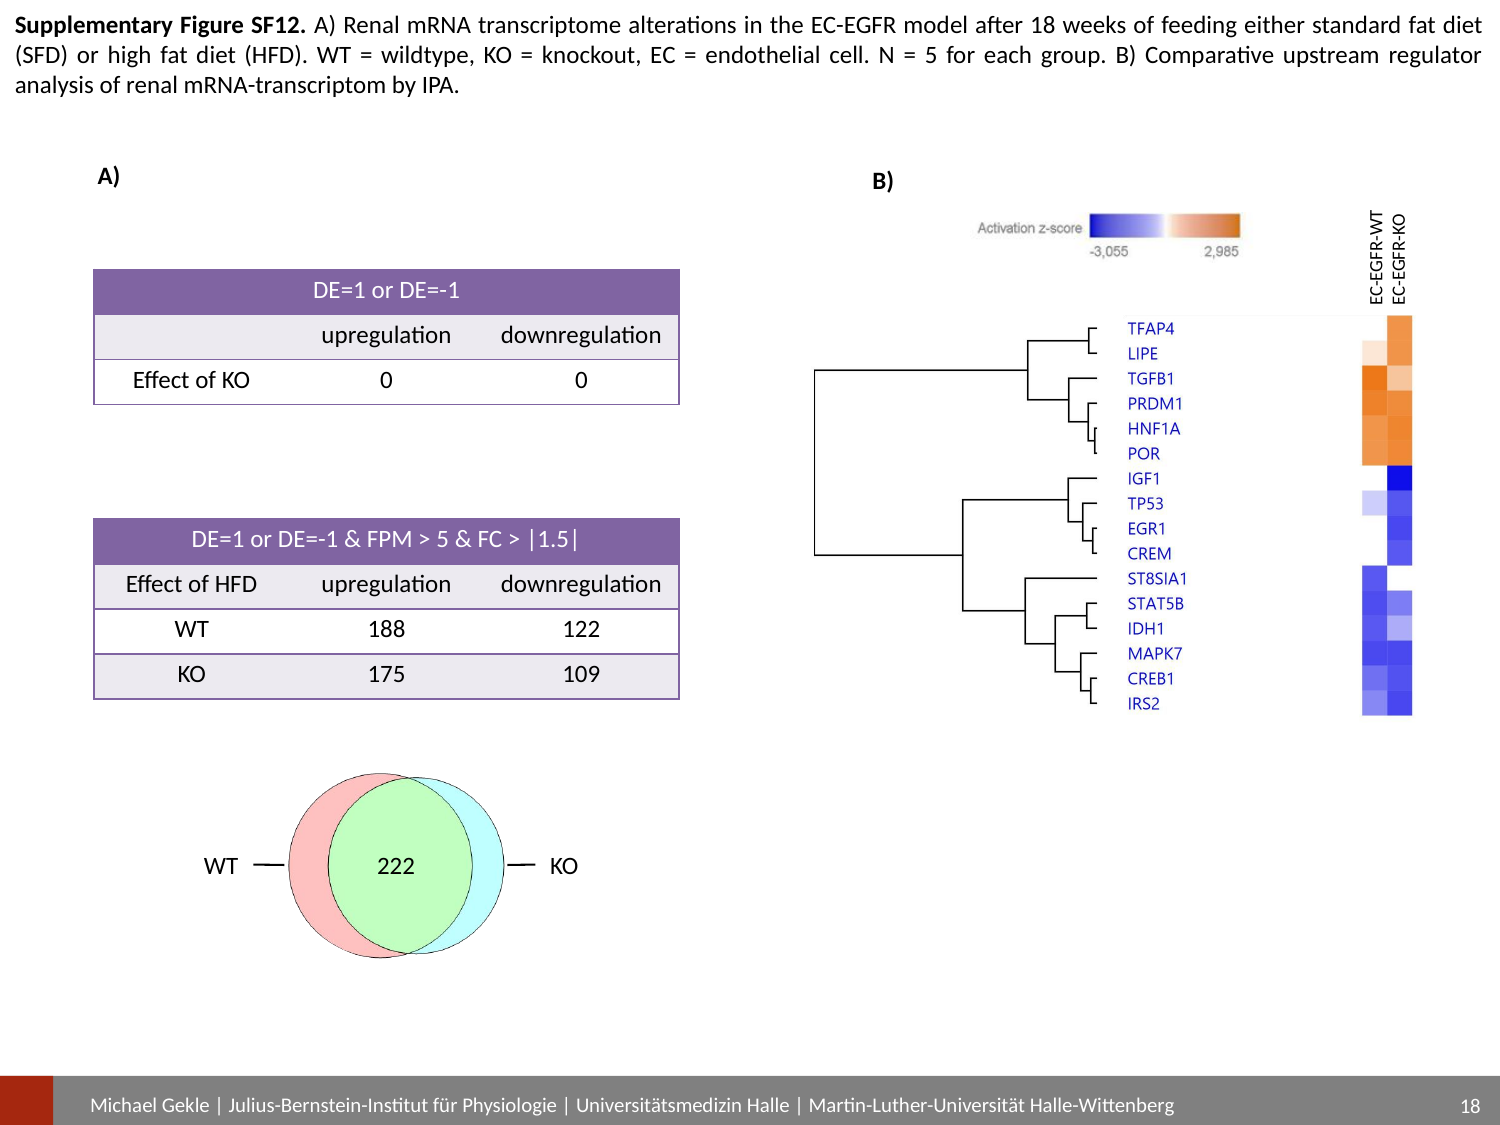

Supplementary Figure SF12. A) Renal mRNA transcriptome alterations in the EC-EGFR model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout, EC = endothelial cell. N = 5 for each group. B) Comparative upstream regulator analysis of renal mRNA-transcriptom by IPA.
A)
B)
EC-EGFR-WT
EC-EGFR-KO
| DE=1 or DE=-1 | | |
| --- | --- | --- |
| | upregulation | downregulation |
| Effect of KO | 0 | 0 |
| DE=1 or DE=-1 & FPM > 5 & FC > |1.5| | | |
| --- | --- | --- |
| Effect of HFD | upregulation | downregulation |
| WT | 188 | 122 |
| KO | 175 | 109 |
WT
222
KO
18

## Slide 19
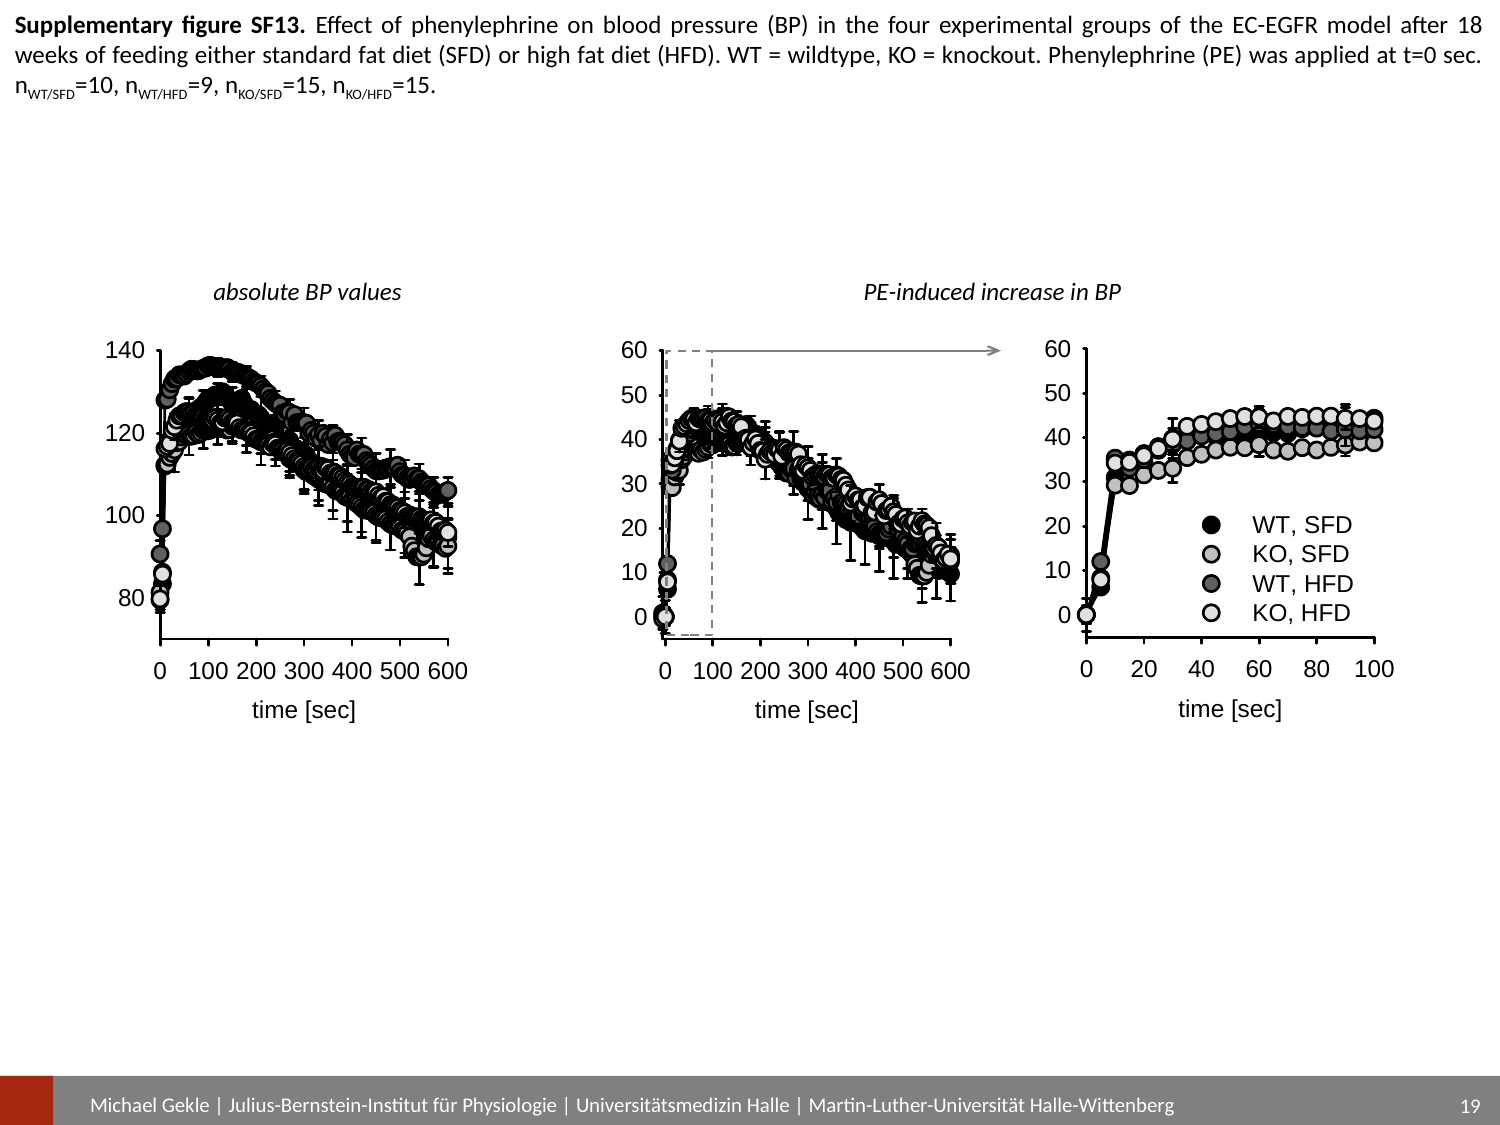

Supplementary figure SF13. Effect of phenylephrine on blood pressure (BP) in the four experimental groups of the EC-EGFR model after 18 weeks of feeding either standard fat diet (SFD) or high fat diet (HFD). WT = wildtype, KO = knockout. Phenylephrine (PE) was applied at t=0 sec. nWT/SFD=10, nWT/HFD=9, nKO/SFD=15, nKO/HFD=15.
absolute BP values
PE-induced increase in BP
19

## Slide 20
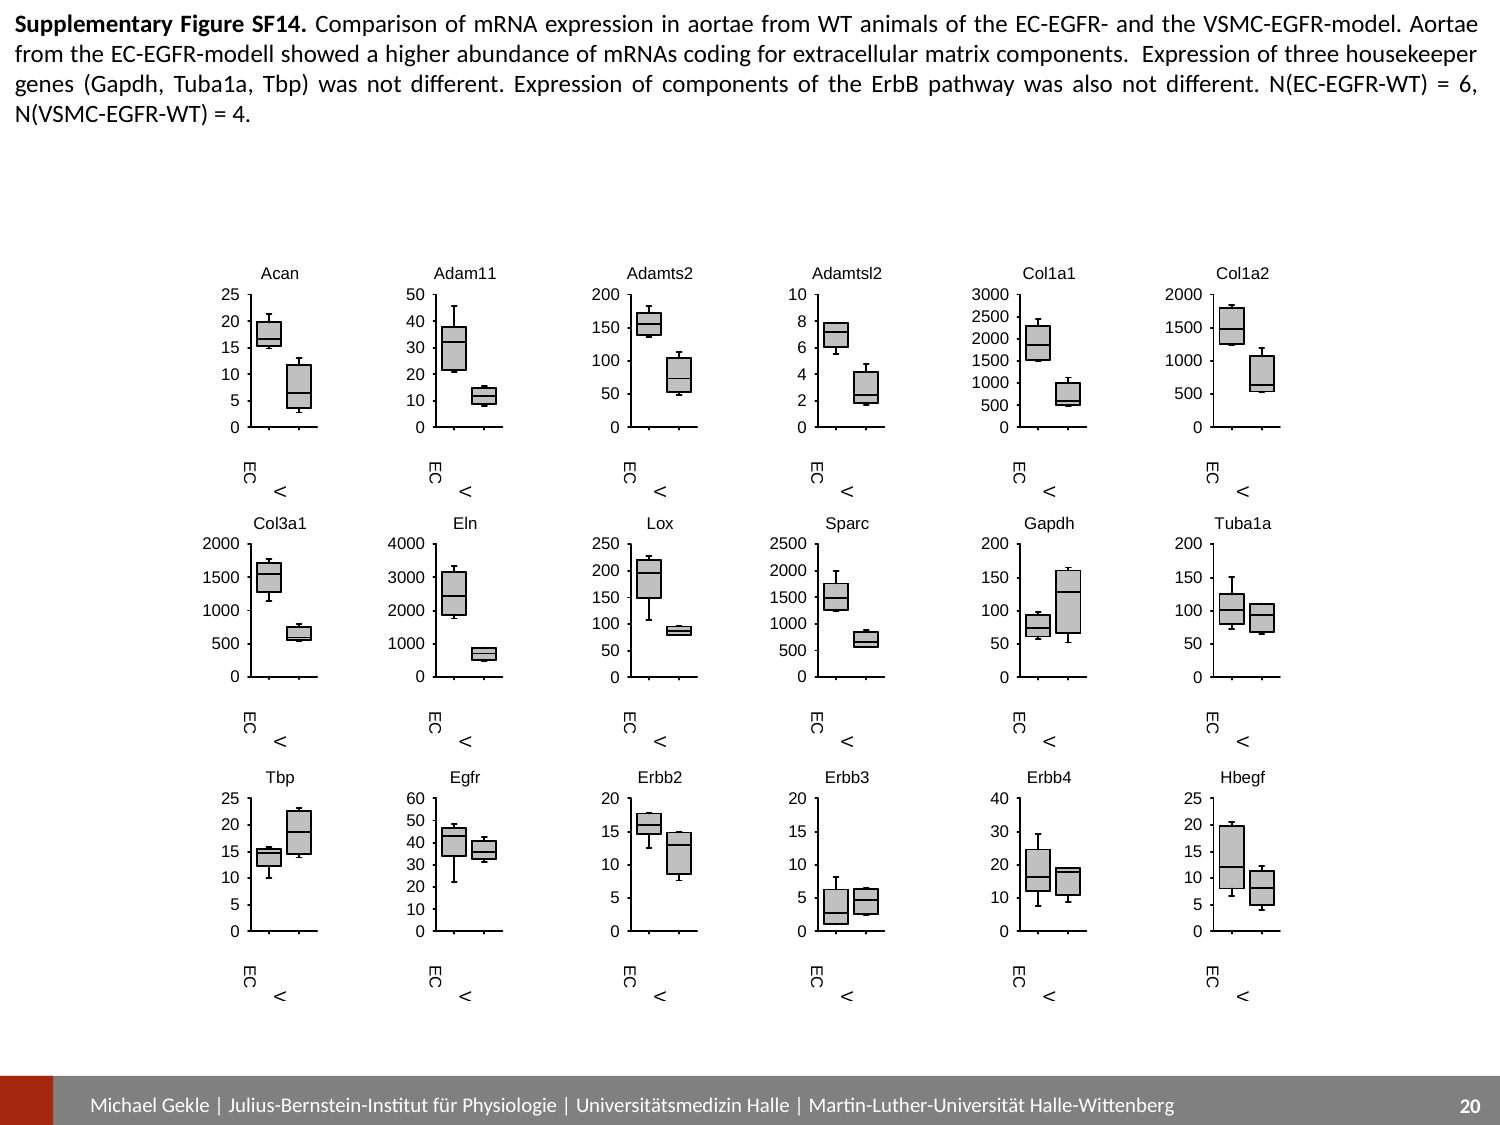

Supplementary Figure SF14. Comparison of mRNA expression in aortae from WT animals of the EC-EGFR- and the VSMC-EGFR-model. Aortae from the EC-EGFR-modell showed a higher abundance of mRNAs coding for extracellular matrix components. Expression of three housekeeper genes (Gapdh, Tuba1a, Tbp) was not different. Expression of components of the ErbB pathway was also not different. N(EC-EGFR-WT) = 6, N(VSMC-EGFR-WT) = 4.
20

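The aortas of the EC-EGFR model under SFD that are analysed here are 5 WT libraries. Aortas of the VSMC-EGFR model were not analysed here. In the 5 libraries, Eln had 6191 ± 573 FPM (SD, n = 5), Sparc 3348 ± 426 FPM (SD, n = 5), Col3a1 2503 ± 592 FPM (SD, n = 5) and Col1a1 1502 ± 791 FPM (SD, n = 5).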

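In the 5 WT SFD aortas of the EC-EGFR model, Gapdh had 129 ± 79.3 FPM (SD, n = 5), Tuba1a 322 ± 73.1 FPM (SD, n = 5) and Tbp 20.4 ± 3.5 FPM (SD, n = 5). Gapdh was highest in R-1 (259 FPM), which is near-identical to KO SFD replicate R-12, and next highest in R-2 (134 FPM).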

## Slide 21
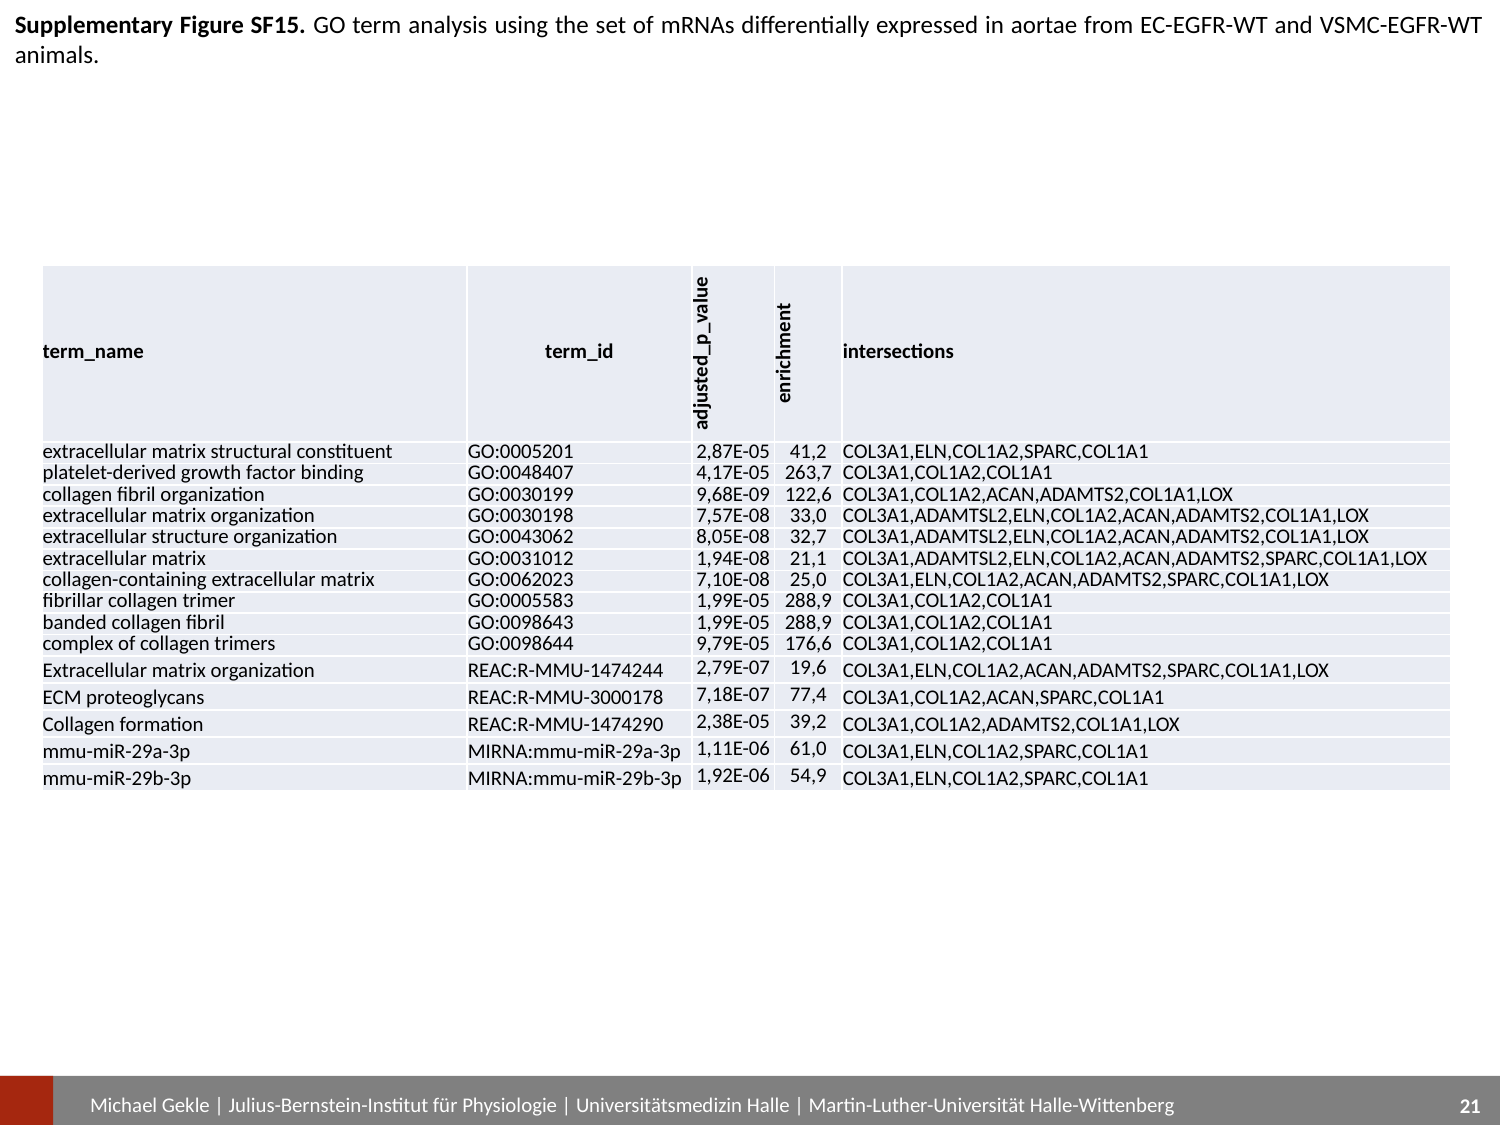

Supplementary Figure SF15. GO term analysis using the set of mRNAs differentially expressed in aortae from EC-EGFR-WT and VSMC-EGFR-WT animals.
| term\_name | term\_id | adjusted\_p\_value | enrichment | intersections |
| --- | --- | --- | --- | --- |
| extracellular matrix structural constituent | GO:0005201 | 2,87E-05 | 41,2 | COL3A1,ELN,COL1A2,SPARC,COL1A1 |
| platelet-derived growth factor binding | GO:0048407 | 4,17E-05 | 263,7 | COL3A1,COL1A2,COL1A1 |
| collagen fibril organization | GO:0030199 | 9,68E-09 | 122,6 | COL3A1,COL1A2,ACAN,ADAMTS2,COL1A1,LOX |
| extracellular matrix organization | GO:0030198 | 7,57E-08 | 33,0 | COL3A1,ADAMTSL2,ELN,COL1A2,ACAN,ADAMTS2,COL1A1,LOX |
| extracellular structure organization | GO:0043062 | 8,05E-08 | 32,7 | COL3A1,ADAMTSL2,ELN,COL1A2,ACAN,ADAMTS2,COL1A1,LOX |
| extracellular matrix | GO:0031012 | 1,94E-08 | 21,1 | COL3A1,ADAMTSL2,ELN,COL1A2,ACAN,ADAMTS2,SPARC,COL1A1,LOX |
| collagen-containing extracellular matrix | GO:0062023 | 7,10E-08 | 25,0 | COL3A1,ELN,COL1A2,ACAN,ADAMTS2,SPARC,COL1A1,LOX |
| fibrillar collagen trimer | GO:0005583 | 1,99E-05 | 288,9 | COL3A1,COL1A2,COL1A1 |
| banded collagen fibril | GO:0098643 | 1,99E-05 | 288,9 | COL3A1,COL1A2,COL1A1 |
| complex of collagen trimers | GO:0098644 | 9,79E-05 | 176,6 | COL3A1,COL1A2,COL1A1 |
| Extracellular matrix organization | REAC:R-MMU-1474244 | 2,79E-07 | 19,6 | COL3A1,ELN,COL1A2,ACAN,ADAMTS2,SPARC,COL1A1,LOX |
| ECM proteoglycans | REAC:R-MMU-3000178 | 7,18E-07 | 77,4 | COL3A1,COL1A2,ACAN,SPARC,COL1A1 |
| Collagen formation | REAC:R-MMU-1474290 | 2,38E-05 | 39,2 | COL3A1,COL1A2,ADAMTS2,COL1A1,LOX |
| mmu-miR-29a-3p | MIRNA:mmu-miR-29a-3p | 1,11E-06 | 61,0 | COL3A1,ELN,COL1A2,SPARC,COL1A1 |
| mmu-miR-29b-3p | MIRNA:mmu-miR-29b-3p | 1,92E-06 | 54,9 | COL3A1,ELN,COL1A2,SPARC,COL1A1 |
21

How the deposited data were processed for this re-analysis (not part of the article)

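RNA from aortas and kidneys of EC-EGFR-WT and EC-EGFR-KO mice was analysed, with 5 mice for each genotype and diet and 40 libraries in all. The labels call the standard diet SD where the paper writes SFD. The authors sequenced paired-end reads of 2 × 150 bp, mapped them to GRCm38/mm10 and counted them per gene with featureCounts; the methods name TopHat2 for mapping, while the series record and the column names name HISAT2. The tables hold whole numbers, unnormalized and unfiltered. The paper's unit FPM is named for fragments. The strand setting and the handling of reads with several positions are not named in its text. The sex of the animals and the time of tissue collection are not named either.

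Total counts ranged from 17520161 to 36452741 in aortas (median 19683938) and from 19643033 to 48833447 in kidneys (median 24182781). The biological coefficient of variation was 29.0% in aortas and 22.3% in kidneys. Groups were formed from the labels of genotype, diet and tissue. Each tissue was fitted as a whole in edgeR 4.0.16 (R 4.3.3) with TMM normalization, its filter filterByExpr by group, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment. The comparisons were KO against WT under each diet, HFD against SFD in each genotype, and their interaction. A gene counted as affected by KO, or in the interaction, with an adjusted p under 0.05. For HFD, a fold change over 1.5 and a group mean over 5 FPM in at least 1 of the 2 groups were also required. Genes named are those the paper names, the 5 largest changes each way among called genes whose groups do not overlap, and, where under 5 genes were called, the called genes and the 3 with the smallest p. Some genes that meet this rule are not reported here. Gene lists were tested with fry in limma 3.58.1, and camera was an alternative fixed before the data were examined. For aortas they cover adipocytes, brown adipocytes, skeletal muscle, cardiac muscle, nerve, lymphoid cells, endothelium and smooth muscle. For kidneys they cover endothelium, male-biased and female-biased renal genes, PPAR-alpha targets, cholesterol synthesis and immediate-early genes. The lists were written before the counts were examined; those for kidneys other than endothelium were written after the gene names in Supplementary Table ST03 had been read. Lists of clock and red blood cell genes were added after the data were seen.

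Alternatives fixed before the data were examined were DESeq2 size factors, the DESeq2 1.42.0 Wald test, edgeR's exact and likelihood ratio tests, other filters and thresholds, no robust estimation, an adipocyte score as covariate in aortas, fits of the compared groups alone, and leaving out each replicate. Added after seeing the data were leaving out both near-identical libraries, a clock score as covariate, the library order within each group or the side of the first principal component as a block, tests without a filter and tests on protein-coding genes. The calls were tested on simulated data with 200 changed genes, where the quasi-likelihood test called 92.0% in aortas and 94.0% in kidneys. Of the genes changed 2-fold, it called 84% in aortas and 91% in kidneys. It called 2 and 1 unchanged genes in these tissues. In aortas, the edgeR exact and likelihood ratio tests called 10 unchanged genes each and the DESeq2 Wald test 14. Each of them called 93.5% of the changed genes there. In kidneys, the exact and likelihood ratio tests called 3 unchanged genes each and the DESeq2 Wald test 8. These values hold for the simulated data and do not give the share of real changes that was found. In the real WT aortas, the quasi-likelihood test did not call Cfd or Retn, which were lower under HFD by more than 2-fold. Nor do the values give the false calls among real libraries. For HFD in WT aortas, 1 of the other splits of the libraries gave 1083 genes. Pseudogenes were compared with protein-coding and mitochondrial transcripts of GENCODE M21 with blastn 2.17.0, and alignments that covered at least 50% of the pseudogene were kept. Supplementary Tables ST01 and ST02 were read as far as held, 1508 and 1798 of 21856 rows. Samples of the VSMC-EGFR model, and analyses that need reads, were left out because only count tables of the EC-EGFR model were used.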

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

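The tests in this part were chosen after the results were seen, except the fit without R-11, which was fixed beforehand. Of 92 comparisons of a library with its group, 12 stood out by their gap to the nearest other library (6 of 56 in aortas, 6 of 36 in kidneys), where chance gives 2.8 and 1.8.

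Total counts stood out in WT SFD replicate R-1 (36419598) and KO SFD replicate R-12 (36452741) of the aortas and in WT HFD replicate a12 (48833447) and KO HFD replicate a1 (48788716) of the kidneys. These are the near-identical pairs. Over genes, the larger median chi-square between the libraries of a pair was 0.0277, and every other pair of libraries in either tissue reached at least 1.60. This argues against separate libraries of 2 mice. With each pair counted as 1 library, 15 genes in aortas and 59 in kidneys were over 10 times higher in it than in every other library, and the aorta and kidney pairs shared 13 of them. Replicate R-16 of the aortas alone had 37 such genes, and other combinations of an aorta and a kidney library shared 0. The 13 shared genes are what processing that differed from that of the other libraries would give. As labelled, the aorta pair (SFD) and the kidney pair (HFD) have 0 diets in common, which argues against a single mouse with sequence variants; separate mice that share variants, or a mislabelled diet, stay open. Which genotype the reads of each pair belong to cannot be read from the tables. Retn was also high in R-12 (8.22 FPM) among KO SFD aortas. WT SFD replicate a16 of the kidneys had 31369285 counts; no biological explanation was tested for it.

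In KO SFD replicate R-11 and KO HFD replicate R-16 of the aortas, the lymphoid score was 2.46 and 3.35 above the mean of all aortas on the log2 scale. The highest score among the other aortas was 0.601. Both libraries also had the highest red blood cell scores (3.01 and 2.54), but R-7, with 2.17, did not share the lymphoid level, so blood left in the vessel, attached lymphoid tissue and a mouse with more lymphoid cells in its vessel wall cannot be told apart from 2 libraries. Without R-11, the median log2 fold change of the lymphoid list for KO under SFD was -0.16.

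Immediate-early genes stood out in WT SFD replicate a17 of the kidneys (score 3.35). All 11 listed genes were higher in a17, a8 and a9 than in every other kidney. Handling or time to freezing of single kidneys may be a source, but the genes were looked at because they were high there, and a biological difference between these mice was not tested. Egfr was high in WT HFD replicate R-10 of the aortas (51.7 FPM) and in KO HFD replicate a3 of the kidneys (60.5 FPM). In WT SFD replicate a16, the female-biased score was -0.0714. No explanation was tested for these 3 values.

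Averaged over both diets, 3 genes had an adjusted p under 0.05 for KO against WT in aortas, all of them processed pseudogenes, and the paper does not report on pseudogenes. Without the near-identical libraries the number was 131, of which 112 were processed pseudogenes; 115 of the 116 pseudogenes of any kind among them were lower in KO. In 1 of 100 splits of the libraries, the real one, the number was as large. The median log2 fold change of the parent genes, the protein-coding genes closest in sequence, was -0.0829, against -0.46 for their pseudogenes, which argues against lower expression of the parents. Pseudogenes at least 95% identical to their parent had a median of -0.51, and the 25 pairs under 90% a median of 0.19, as differences in where reads of the parents were placed would give. In kidneys, near and distant pairs also differed (0.09 and -0.31), so this comparison alone is weak. The mean level was low in every KO library except R-11 and R-12, and WT HFD replicate R-10 was at -0.23, within the range of the other KO libraries. A batch that mostly follows genotype and an effect of KO cannot be told apart, because no batch is named.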

How the results depend on the processing

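No mouse number links an aorta with a kidney, or a mouse on SFD with a mouse on HFD. In WT aortas, libraries in the same place of the label order under SFD and HFD deviated together from their group means. The smallest of 5 correlations was 0.212, and 2 of 120 matchings had a mean as high (exact permutation p 0.0167). In KO aortas, the correlations ranged from -0.196 to 0.694, with 28 of 120 matchings as high (exact permutation p 0.2333). The KO aortas include R-12, near-identical to R-1, so a difference between KO and WT is not shown. In WT and KO kidneys, the smallest correlation in the label order was -0.171 and -0.0855. Chosen after seeing the data, this order as a replicate block gave 2 genes for HFD in WT aortas (Cyp2e1 and Retn), and in kidneys 327 in WT, 339 in KO and 238 in both. The side of the first principal component as a block gave 1 gene in WT aortas, Cyp2e1.

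The counts of genes for KO under SFD and for the interaction stayed at 0 under every alternative in both tissues, and so did the count for KO under HFD in kidneys. In aortas, the count for KO under HFD (0) was 25 with the DESeq2 Wald test, 26 with the edgeR exact test and 28 with the likelihood ratio test, and ranged from 0 to 2 across the 10 fits that each left out 1 replicate (2 without WT HFD replicate R-10). Chosen after seeing the data, leaving out both near-identical libraries gave 21, the exact and likelihood ratio tests without a filter 27 and 29, and the exact test on protein-coding genes without a filter 10. The cause was not tested.

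For HFD in WT aortas (1 gene), adjusted p alone gave 2, the DESeq2 Wald test 6, and the exact and likelihood ratio tests 5 each. No filter, a mean FPM of at least 1, the adipocyte score as covariate and only the 2 groups compared each gave 0. The 10 fits that each left out 1 replicate gave from 0 to 1. Of these, 7 gave 0, those without R-2, R-4, R-6, R-7, R-8, R-9 or R-10, and without R-3 the 1 gene was Cpxm2. Cyp2e1 passed only without R-1 or R-5. Chosen after seeing the data, the clock score as covariate gave 0, the exact and likelihood ratio tests without a filter 4 each, and the exact test on protein-coding genes without a filter 6. For HFD in KO aortas (0), the DESeq2 Wald test gave 2, the exact and likelihood ratio tests 1 each, with or without a filter, and the exact test on protein-coding genes without a filter 1. The cause was not tested.

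For HFD in kidneys, the numbers for WT, KO and both (347, 344 and 248) were 1069, 1011 and 652 by adjusted p alone and 122, 123 and 91 with a fold change over 2, since more genes pass without the thresholds on fold change and FPM and fewer with a higher one. Leaving out 1 replicate gave from 298 to 402 in WT, from 298 to 356 in KO and from 227 to 252 in both. The correlation of HFD log2 fold changes (0.744) was 0.849 over genes with a mean of at least 5 FPM and 0.602 without both near-identical libraries. In aortas, the correlation (0.408) was 0.178 without them and 0.515 with the clock score as covariate. In 20 simulations with no effect, sharing 1 library between the comparisons raised the median correlation from 0.00523 to 0.103 in aortas and from 0.00847 to 0.117 in kidneys. The simulated shared library was drawn like any other. The real kidney pair lay apart on the first principal component (62.5 for a12 and 62.6 for a1, next a2 with 23.2). The simulations may therefore understate what the pairs add to the correlations. Of 30 tests of 6 renal lists, 6 passed with fry and 2 with camera and an estimated correlation between genes.

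Egfr in kidneys (KO under HFD, log2 fold change 0.06) ranged from -0.0924 to 0.138 when 1 replicate was left out. The median of the PPAR-alpha list for HFD in WT (-0.01) was 0.0023 with no filter and 0.0091 with the library order as a block and ranged from -0.0551 to 0.162 when 1 replicate was left out, positive without a18 or a14. The immediate-early list in WT (-2.25) ranged from -2.57 to 0.46 and was positive only without a17. The renal endothelial list for KO under HFD (0.01) ranged from -0.0312 to 0.0574, negative without a11, a12, a15, a4 or a5. The lymphoid list in aortas for KO under SFD (2.46) ranged from -0.16 without R-11 to 2.76 without R-15.

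Other splits of the libraries into groups of the same sizes were counted for each comparison, 100 per comparison, the real one included. In aortas, 3 gave as many genes as HFD in WT, 1 of the other splits reaching 1083. By genes with an unadjusted p under 0.05, 54 splits were as large for KO under SFD, 34 for KO under HFD, 31 for HFD in KO and 95 for the interaction. In kidneys, 1 split, the real one, was as large for HFD in WT, for HFD in KO and for their overlap, while 73 were as large for KO under SFD, 56 for KO under HFD and 85 for the interaction. Because 12.1% of protein-coding genes are at 0 counts in every library, no result covers them.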

Differences from the paper's values

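For HFD in WT aortas, the number of genes past the thresholds was 1, against the paper's 3. None of the alternatives set before the data were examined gave 3. Adjusted p alone gave 2, which is within 1.5 times of it, but Cfd and Retn were not among these 2. Fold change over 2, mean FPM over 5 across the 10 libraries, DESeq2 size factors and no robust estimation gave 1. No filter, a mean FPM of at least 1, the adipocyte score as covariate and only the 2 groups compared gave 0. The DESeq2 Wald test gave 6, and the edgeR exact and likelihood ratio tests gave 5. These last 3 called Cyp2e1, Cfd and Retn, which the paper names, together with Cpxm2 and Pcx, and the DESeq2 Wald test also called Cacna2d3. Chosen after seeing the values, the library order as a replicate block gave 2, Cyp2e1 and Retn.

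For HFD in KO aortas, the number was 0, against the paper's 1, Cyp2e1, in Supplementary Fig. SF10. The edgeR exact test and the likelihood ratio test gave 1, which was Cyp2e1. The DESeq2 Wald test gave 2, Cyp2e1 and Egr2. With adjusted p alone, fold change over 2, mean FPM over 5 across the 10 libraries, DESeq2 size factors, no filter, a mean FPM of at least 1, no robust estimation, the adipocyte score as covariate or only the 2 groups compared, the number was 0. Chosen after seeing the values, the exact and likelihood ratio tests without a filter and the exact test on protein-coding genes without a filter also gave 1.

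In kidneys, 301 of the paper's 310 genes for WT, 262 of its 284 for KO and 212 of its 222 for both were called here as well. Over the rows held of Supplementary Tables ST01 and ST02 that passed the filter (1022 and 1275 genes), the paper's log2 fold changes and those computed here had Pearson correlations from 0.99885 to 0.99996 over the 8 comparisons.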

Other observations

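The adipose, sex, androgen and handling hypotheses were written before the counts were examined. The gene lists, other than that of clock genes, and their tests with fry and camera were also set beforehand. The use of camera to decide on androgen action was chosen after the results were seen. So were the exact tests relative to adipocyte scores and the other tests in this part.

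Genes at the end of chromosome 8 and on chromosomes 9, MT, X and Y are at 0 counts in both tissues. On chromosomes 1 to 7 and 10 to 19 as a whole, 84.2% of protein-coding genes have counts in aortas and 85.6% in kidneys, which argues against genes that are not expressed. Of 372 genes that the paper lists as regulated by HFD in kidneys, 0 lie there, where their share of protein-coding genes would give 44.9. Pseudogenes elsewhere whose closest transcript is a missing gene are 10.2% of the pseudogenes with a parent and hold 83.4% of the counts of these pseudogenes in aortas and 85.3% in kidneys (57.8% in aortas and 48.85% in kidneys without mitochondrial copies). This is consistent with reads of the missing genes placed on similar pseudogenes elsewhere. No biological explanation was tested.

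The lower Cyp2e1, Cfd and Retn in WT aortas under HFD may in part come from less adipose tissue on these aortas. Across 19 libraries, as deviations from their group with the near-identical pair counted once, the smallest correlation of the 3 genes with the adipocyte score was that of Cyp2e1 (Pearson r 0.773, permutation p 0.00013, adjusted over 4 relations 0.00013; Spearman rho 0.803, permutation p 1e-04, adjusted 1e-04; r 0.761 without the 2 farthest libraries). Within each side of the first principal component, which splits the aortas across groups, the smallest of the 3 correlations was 0.893 (18 libraries, permutation p 1e-05, the smallest these permutations can give, adjusted 1.3e-05). The list fell less than the 3 genes, by a median of 0.79 on the log2 scale (11 of 13 genes lower, adjusted p = 0.448 from fry on the edgeR fit), and 6 of 100 splits gave a median as far from 0. Relative to the adipocyte score of each library, all 3 genes were still lower under HFD (two-sided exact permutation p = 0.00794 each). Relative to Adipoq, Plin1 and Cidec, chosen after the values were seen because Plin4 (462 FPM) and Fabp4 (172 FPM) are abundant in aortas, the largest exact permutation p was 0.0159. The 3 genes were named for their fall in these same libraries, so a fall larger than that of the score was likely in advance. Whether less adipose tissue is the whole cause therefore cannot be told from these tests. A change within adipocytes, or in other cells, under HFD stays open.

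Among renal lists, male-biased genes fell under HFD (median log2 fold change -0.77 in WT and -0.57 in KO, adjusted p = 3.16e-06 and 3.06e-05 from fry on the edgeR fit) and the median of female-biased genes was above 0 (0.56 and 0.55, adjusted p = 0.00279 and 0.0365). Of 9 female-biased genes, 6 were higher in WT and 5 in KO, while Slc22a19 fell (-1.04 and -1.25, adjusted p = 0.00390 and 0.000819 from edgeR). With camera and an estimated correlation between genes, only the male-biased list passed (adjusted p = 0.00154 and 0.00809), and the female-biased list (0.112 and 0.317) and the cholesterol synthesis list (0.245 and 0.115) did not. As many splits as 1, 1, 2 and 1 of 100 gave a median as far from 0 for male-biased genes in WT and KO and for female-biased genes in WT and KO. Whether androgen action in the kidney is lower under HFD cannot be told, although the largest of the fry p-values was 0.0365, because the rise of female-biased genes depends on the test and its members go both ways. The lists were also written after the names in Supplementary Table ST03 had been read, so this test is not fully independent of the paper's result. An unequal share of female animals between the diets cannot be told apart by sex-linked genes, since Xist and the Y-linked genes have 0 counts. Cholesterol synthesis genes fell (-0.35 in WT and -0.36 in KO, adjusted p = 0.0137 and 0.00279), with 5 and 3 of 100 splits as far from 0. Medians of PPAR-alpha targets lay between -0.15 and 0.12 and of renal endothelial genes between -0.20 and 0.27 over the 5 comparisons.

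For genes called in KO only in kidneys, handling or time to freezing that differed between the KO groups was set to be tested by the immediate-early list, which fell in WT (-2.25) and KO (-3.23) without passing (adjusted p = 0.716 and 0.433 from fry on the edgeR fit; interaction 0.615). The list was high in a17 (WT SFD) and in a8 and a9 (KO SFD), so a source in single kidneys of both genotypes stays open, as does a biological one.

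Clock genes differed between libraries of the same group. Across 19 kidneys, the genes that peak with Dbp and those that peak with Arntl went opposite ways (Pearson r -0.923, permutation p 1e-05, the smallest these permutations can give, adjusted 1.3e-05; Spearman rho -0.891, permutation p 2e-05, adjusted 4e-05; r -0.908 without the 2 farthest). Collection at different times of the day is a candidate explanation; the paper's text names no time of collection. In 18 aortas, within each side of the first principal component, r was -0.934 (permutation p 0.00011, adjusted 0.00011) and rho -0.676.

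Of 40 tests of 8 lists in aortas, 0 passed, with the smallest adjusted fry p at 0.415. This was the adipocyte list for KO against WT under SFD (median log2 fold change -1.02, 0 of 13 genes higher). For this list and comparison, 6 of 100 splits gave a median as far from 0. The medians over the 5 comparisons ranged from -1.02 to 0.25 for adipocyte genes, -1.47 to 0.07 for brown adipocyte genes, -0.38 to -0.06 for skeletal muscle genes, -0.40 to 0.02 for cardiac muscle genes, -0.59 to -0.0026 for nerve genes, 0.07 to 2.46 for lymphoid genes, -0.10 to 0.52 for endothelial genes and -0.16 to 0.06 for smooth muscle genes.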
